# Genomic Analysis Reveals Contrasting PIFq Contribution to Diurnal Rhythmic Gene Expression in PIF-Induced and -Repressed Genes

**DOI:** 10.3389/fpls.2016.00962

**Published:** 2016-07-04

**Authors:** Guiomar Martin, Judit Soy, Elena Monte

**Keywords:** phytochrome-interacting factors PIFs, PIF-regulated transcriptional network, diurnal growth, *Arabidopsis*, short day, circadian clock

## Abstract

Members of the PIF quartet (PIFq; PIF1, PIF3, PIF4, and PIF5) collectively contribute to induce growth in *Arabidopsis* seedlings under short day (SD) conditions, specifically promoting elongation at dawn. Their action involves the direct regulation of growth-related and hormone-associated genes. However, a comprehensive definition of the PIFq-regulated transcriptome under SD is still lacking. We have recently shown that SD and free-running (LL) conditions correspond to “growth” and “no growth” conditions, respectively, correlating with greater abundance of PIF protein in SD. Here, we present a genomic analysis whereby we first define SD-regulated genes at dawn compared to LL in the wild type, followed by identification of those SD-regulated genes whose expression depends on the presence of PIFq. By using this sequential strategy, we have identified 349 PIF/SD-regulated genes, approximately 55% induced and 42% repressed by both SD and PIFq. Comparison with available databases indicates that PIF/SD-induced and PIF/SD-repressed sets are differently phased at dawn and mid-morning, respectively. In addition, we found that whereas rhythmicity of the PIF/SD-induced gene set is lost in LL, most PIF/SD-repressed genes keep their rhythmicity in LL, suggesting differential regulation of both gene sets by the circadian clock. Moreover, we also uncovered distinct overrepresented functions in the induced and repressed gene sets, in accord with previous studies in other examined PIF-regulated processes. Interestingly, promoter analyses showed that, whereas PIF/SD-induced genes are enriched in direct PIF targets, PIF/SD-repressed genes are mostly indirectly regulated by the PIFs and might be more enriched in ABA-regulated genes.

## Introduction

Environmental light conditions change within each day and season, and plants have adapted to these oscillations in solar energy (and the related changes in temperature and water availability) by timing their physiological responses to specific times of the day and/or the year. Of particular importance in this respect is the diurnal photoperiod (or more accurately, the duration of the daily dark period), primarily sensed by the phytochrome (phy) family of photoreceptors (phyA to phyE in *Arabidopsis*; Rockwell et al., 2006; Galvao and Fankhauser, 2015). An important aspect of phy function resides in the ability to bind in its photoactivated state to the PIF (Phy-Interacting Factor) family of basic helix-loop-helix (bHLH) transcriptional regulators (Ni et al., 1999; Bae and Choi, 2008; Leivar and Monte, 2014; Xu et al., 2015). This phy-PIF interaction induces the rapid degradation of the PIF quartet (PIFq) PIF1, PIF3, PIF4, and PIF5 (Bauer et al., 2004; Al-Sady et al., 2006; Lorrain et al., 2008; Shen et al., 2008; Ni et al., 2013), altering the transcription of the target gene network within minutes (Jiao et al., 2007; Pfeiffer et al., 2014).

After seed germination and emergence into sunlight, *Arabidopsis* seedlings are subjected to alternating light/dark cycles. Hypocotyl elongation under these conditions depends on the duration of the dark period in a non-linear fashion, and it is accelerated specifically in the long nights of short-day (SD) photoperiods (Niwa et al., 2009). In SD, seedlings display diurnal rhythmic growth with maximal growth rates at dawn, which are rapidly reduced during the first hours of light (Nozue et al., 2007). In comparison, growth is greatly reduced under SD-entrained seedlings released into constant light (LL; Soy et al., 2014), which indicates that the dark period is necessary for the induction of elongation. The promotion of growth at the end of the night involves the combined actions of PIF1, PIF3, PIF4, and PIF5 (Nozue et al., 2007; Niwa et al., 2009; Soy et al., 2012, 2014). Precise regulation of their accumulation and time of action under diurnal conditions has been proposed to involve different parallel mechanisms. First, at the transcriptional level, *PIF4* and *PIF5* genes are directly targeted by several clock components that impose an internal rhythm of expression with increased transcript levels at the end of the night (Nozue et al., 2007; Nusinow et al., 2011; Huang et al., 2012). In contrast, *PIF1* and *PIF3* transcript levels are maintained fairly constant during the diurnal cycle (Soy et al., 2012, 2014). Second, at the post-transcriptional level, phy-induced degradation imposes oscillation of PIF3 and likely PIF1 proteins to peak at dawn (Soy et al., 2012, 2014), and fine-tunes the timing of PIF4 and PIF5 accumulation (Nozue et al., 2007; Yamashino et al., 2013). In addition, PIF4 has been proposed to be a target of the kinase BIN2 to mark it for proteasome regulation (Bernardo-García et al., 2014). Third, DELLAs and ELF3 have been shown to interfere with DNA binding of the PIFs (de Lucas et al., 2008; Feng et al., 2008; Arana et al., 2011; Nieto et al., 2015). Finally, we have recently shown that the transcriptional activity of PIF3 (and possibly of the other PIFq members) is inhibited by the core component of the circadian clock TOC1 to gate hypocotyl elongation to the end of the night (Soy et al., 2016).

Previous work has established that PIFq stimulation of hypocotyl elongation under SD involves the direct regulation of growth-related genes such as *PIL1 (PHYTOCHROME-INTERACTING FACTOR-3 LIKE 1)*, *HFR1 (LONG HYPOCOTYL IN FAR-RED 1), XTR7 (XYLOGLUCAN ENDOTRANSGLYCOSYLASE 7), GA2OX6*, and *PAR1* (Soy et al., 2012, 2016), which are up-regulated in conditions where hypocotyl elongation is induced (Salter et al., 2003; Lorrain et al., 2008; Hornitschek et al., 2009; Leivar et al., 2009; Nozue et al., 2011), and the regulation of auxin-related genes that oscillate in phase with hypocotyl growth (Michael et al., 2008a; Nozue et al., 2011). Growth-related genes regulated by PIF4 and PIF5 under photoperiodic conditions were defined by Nozue et al. (2011). Many of these genes are direct targets of both PIF and TOC1 and their expression is limited to the pre-dawn hours (Soy et al., 2016). However, a comprehensive analysis of the PIFq-regulated transcriptome under SD conditions is still lacking.

Here, using microarray analysis, we identify genes specifically regulated at the end of the night during the growth conditions of SD compared to LL, where growth is marginal, and define their dependence on PIFq for regulation. Our analysis provides a comprehensive description of the SD- and PIFq-regulated transcriptome at dawn, which identifies ∼60% and ∼40% of genes that are PIF-induced and –repressed, respectively. Additionally, we show that the pattern of rhythmic expression of the PIF/SD-gene set and the contribution of PIFq is markedly different in PIF/SD-induced and PIF/SD-repressed genes. Finally, we describe a functional and promoter sequence dichotomy between the PIF/SD-induced and -repressed gene sets.

## Materials and Methods

### Plant Materials and Growth Conditions

Three biological replicates of *Arabidopsis thaliana* wild type (WT) Col-0 and *pifq* mutant seeds (Leivar et al., 2008) were plated on GM medium without sucrose at room temperature as described (Monte et al., 2003). Seedlings were then stratified for 4 days at 4°C in darkness, and then placed in SD conditions [8 h white light (85 μmol m^-2^ s^-1^) + 16 h dark] at the beginning of the light period, considered as day 1. On day 3, seedlings were either kept under SD or transferred to continuous light (LL; Soy et al., 2014). Samples were harvested at the end of the dark period (ZT24, SD samples) or the subjective night (CT24, LL samples; **Figure 1A**).

**FIGURE 1:**
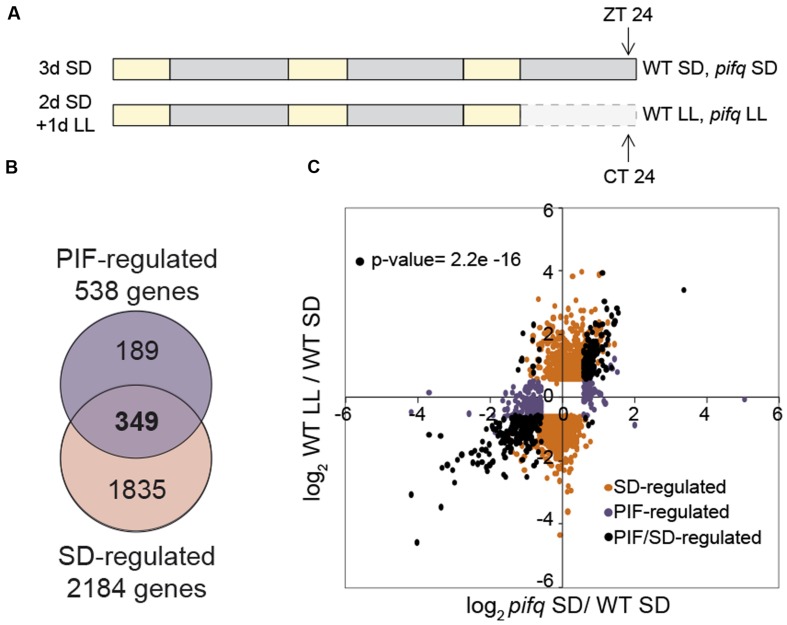
**Overlap between SD and PIF-regulated genes at dawn defines 349 PIF/SD-regulated genes.** **(A)** Schematic representation of seedling growth used for microarray-based transcriptome analysis. Samples of wild type (WT) and *pifq* seedlings grown for 3 days under short days (3dSD), or 2 days in SD plus 1 day in free running conditions (2dSD + 1dLL) were harvested at the end of the night at ZT24 or CT24, respectively. **(B)** Venn diagram shows pairwise comparison between SS1.5F differentially expressed genes comparing WT SD and *pifq* SD (PIF-regulated genes), and WT SD and WT LL (SD-regulated genes). The number of genes that are differentially expressed in each set is indicated. The list of genes in each class is provided in **Dataset S1**. SS1.5F: genes whose expression changed statistically significantly and by at least 1.5 fold. **(C)** Scatterplot of log_2_ fold change (FC) values shows for each gene a quantitative measure of the correlation in responsiveness between the PIF- and SD-regulation described in B: Black dots represent genes that are shared between the two combinations, whereas orange (SD-regulated) and purple (PIF-regulated) dots represent genes that are specifically present in one of the combinations but not in the other (*p*-value = 2.2e-16, one-sided binomial test between quadrants).

### Microarray-Based Expression Profiling: Sample Preparation and Data Analysis

Total RNA was prepared using the RNeasy Plant Mini Kit (Qiagen). cRNA synthesis, and microarray hybridizations and washes were performed as described by Affymetrix in the Genomics Facility at CRAG. *Arabidopsis* Affymetrix Gene 1.0 ST arrays were used for gene expression detection.

Data analysis was performed using the Rosetta Resolver Gene Expression Analysis System, version 7.0 (Rosetta Biosoftware) as previously described (Sentandreu et al., 2011). Briefly, two separate statistical analyses were carried out to define (a) a “SD-regulated” gene list of transcripts whose expression is significantly altered by in the WT upon exposure to long night (SD) compared to subjective night (LL); and (b) a “PIFq-regulated” gene list of transcripts whose expression is significantly altered in *pifq* compared to WT under SD. These gene lists were calculated by performing a two-group, two-way, error-weighted, Benjamini-Hochberg false discovery rate error-corrected analysis of variance with a *p*-value cutoff of 0.05. This statistical significance test was combined with experimental consistency by further reducing the statistically significantly (SS) transcript list to only those transcripts exhibiting an absolute FC of greater than 1.5-fold (SS1.5F genes). PIF/SD-regulated genes were defined as SS1.5F genes in both SD- and PIFq-regulated gene lists.

### Promoter Analysis for DNA Binding Motifs

Promoter analysis was performed within 3 kb upstream of the translation initiation site using the Patmach and Motif analysis tools available at the TAIR website^1^. For enrichment analysis performed for each of the investigated motifs, the total number of genes on the *Arabidopsis* Affymetrix Gene 1.0 ST array containing at least one motif of interest, was compared with the total number of genes within our PIF/SD-regulated subset of genes that contain the motif. SS (*p*-value ≤ 0.05) enrichment of these motifs in the various gene subsets was then calculated from the hypergeometric distribution. Promoter analysis using the SCOPE motif finder^2^ was performed within 2.5 kb upstream of the translation initiation site.

### Statistics of Gene Expression Analysis

Binomial test was performed in **Figure 1C** to asses the association between the PIFq and SD regulation of PIF/SD-regulated genes. Differential gene expression shown in **Figure 2A** and **Supplementary Figures S2** and **S6** was determined by Willcoxon test. SS differences are indicated (^∗^*p*-value < 0.05; ^∗∗^*p*-value < 0.01; ^∗∗∗^*p*-value < 0.001).

**FIGURE 2:**
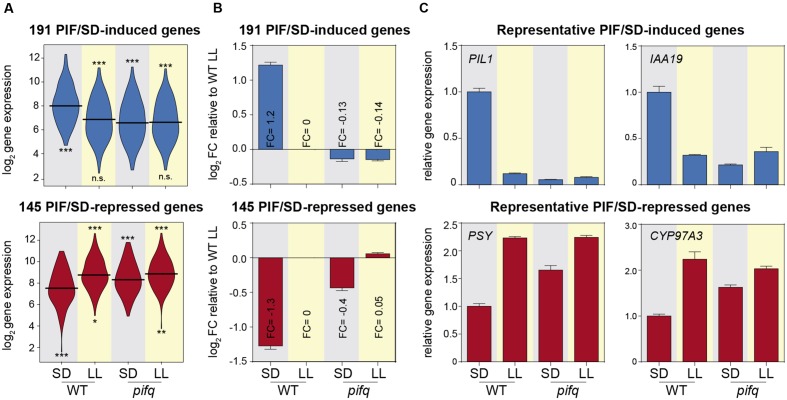
**Contribution of PIFq to the expression of PIF/SD-regulated genes.** **(A)** Vioplot of the log_2_ expression values of the 191 PIF/SD-induced (top) and the 145 PIF/SD-repressed genes (bottom) in the WT and *pifq* SD and LL microarray samples. Statistically significantly (SS) differences from WT SD or *pifq* SD by Willcoxon test are indicated in the upper and lower part, respectively (^∗^*p*-value < 0.05; ^∗∗^*p*-value < 0.01; ^∗∗∗^*p*-value < 0.001. n.s., non-significant). **(B)** Bar graph shows the mean ± SE of log_2_ FC values for PIF/SD-induced (top) and repressed (bottom) genes relative to the expression value of WT LL sample. The mean FC value for each sample is indicated. **(C)** Bar graph of microarray data showing the FC in gene expression relative to the WT SD. Relative expression of two representative PIF/SD-induced genes (*PIL1* and *IAA19*; top) and repressed genes (*PSY* and *CYP97A3*; bottom). Data correspond to biological triplicates, and bars indicate SE.

### Functional Categorization

PIF/SD-regulated genes were functionally categorized according to their established or predicted subcellular localization. A single subcellular localization was assigned to each locus and designations were determined using the annotation of the *Arabidopsis* genome (TAIR10). To identify enriched gene ontology (GO) biological processes, analyses were performed using the functional annotation classification system DAVID^3^ (Huang et al., 2007).

### Data Analyses

Phases of expression were analyzed using the publicly available gene phase analysis tool PHASER^4^ (Mockler et al., 2007) using a cutoff of 0.7. Transcript abundance of diurnal and circadian photocycles was analyzed using the publicly available genome-wide expression data in DIURNAL^5^ (Mockler et al., 2007) for the following conditions: SD (Col-0_SD), 12:12 (Col_LDHH), and Free Running (LL23_LDHH).

## Results

### Night-Induced Transcriptomic Changes under SD Underlying PIFq-Regulated Growth

To delineate the transcriptomic changes underlying PIFq induction of growth under short days (SDs), we performed microarray analysis to define gene expression in 3 day-old WT and *pifq* seedlings grown under SD for 2 days and then kept in SD (3dSD) or released into continuous white light (LL) for an additional day (2dSD+1dLL; **Figure 1A**). This experimental configuration was designed based on our previous results showing that the hypocotyl of seedlings in SD elongate during the night period, whereas seedlings transferred to LL do not grow during the subjective night (Soy et al., 2014). Thus, SD and LL correspond to “night-induced growth” and “no night-induced growth” conditions, respectively, correlating with presence (SD) or absence (LL) of PIF accumulation (Soy et al., 2012, 2014). 

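Transcript levels were measured on AraGene ST arrays in 12 samples, 3 biological replicates each of WT SD, WT LL, *pifq* SD and *pifq* LL. The seedlings were 3 days old, an SD day held 8 h of white light (85 µmol per square metre and second) and 16 h of darkness, and every sample was taken at 24 h. *pifq* carries mutations in *PIF1*, *PIF3*, *PIF4* and *PIF5*, which encode bHLH transcription factors that accumulate in darkness. The *PIF3* (AT1G09530) transcript changed in *pifq* SD relative to WT SD by a log2 FC of -4.06 ± 0.20 (SE, n = 3 arrays per group, adjusted p = 8.05e-06), and in LL by -3.40 (adjusted p = 7.8e-05). For *PIF5* (AT3G59060) the log2 FC was -3.74 ± 0.25 in SD (adjusted p = 8.97e-05) and -3.39 in LL (adjusted p = 0.000495). *PIF1* (AT2G20180) had -1.61 ± 0.19 in SD (adjusted p = 0.00235) and -2.02 in LL (adjusted p = 0.00424), and *PIF4* has no named probe set here. The values are log2 signals that the authors obtained with RMA, which corrects the background, normalizes the arrays by quantiles and summarizes the probes of a probe set, and they were used without further scaling. Of the 38408 probe sets, 98 controls and 188 further probe sets of genes already represented were left out, and the other 38122 were tested with limma. A probe set was called SS1.5F at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5 fold, and every log2 FC is given with the SE of the fitted difference. Their number of 3 arrays per group limits the precision. In simulated data of this size, the test recovered 81% of 100 genes changed by a log2 of 2 and 37% of 100 genes changed by a log2 of 1. It called 7 unchanged genes. The adjusted p depends on how many genes change, so these rates do not carry over to a comparison with more called probe sets. The platform annotation names 1 gene for 16662 probe sets, and 1083 more are named only through Dataset S1, which lists genes that the authors called. Counts of changed genes are therefore counts of probe sets, and a gene list holds an excess of called members wherever its members are named only through Dataset S1. A list member is given as measured only where a probe set is named with it. Any members on the 19840 probe sets without a gene name are missing from the counts. Of the probe sets tested, 7102 share all 12 values with another one, so that 32611 distinct sets of values were tested.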

Samples were collected at dawn in SD (ZT24) when PIF abundance is greatest (Soy et al., 2012, 2014; Yamashino et al., 2013) and at subjective dawn in LL (CT24; **Figure 1A**).

Microarray analysis shows that the expression of 2,184 genes changes statistically significantly (SS) and by 1.5 fold (SS1.5F) during growth in SD relative to LL (WT-SD vs. WT-LL; **Figure 1B** and **Supplementary Figure S1**; see **Dataset S1** online for the gene list). 

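The largest falls of named genes in WT SD relative to WT LL were those of AT2G15020, with a log2 FC of -4.20 ± 0.33 (SE, n = 3 arrays per group), *PPT2* (AT3G01550), a phosphoenolpyruvate translocator of the plastid, with -3.87 ± 0.17, and *LOX2* (AT3G45140), a lipoxygenase of jasmonate synthesis, with -3.81 ± 0.27. Among the largest rises were those of AT1G19540, with 2.98 ± 0.19, and of *BETA-TIP* (AT1G17810), a tonoplast aquaporin, with 2.73 ± 0.29. Of 12 measured genes of starch metabolism, 8 fell, none rose and 4 did not pass the test (8 fell when adjusted over the list alone, and 9 were lower at an unadjusted p under 0.05 in limma). *BAM3* (AT4G17090), a beta-amylase of starch breakdown, fell by 3.08 ± 0.12 and *GBSS1* (AT1G32900), the granule-bound starch synthase, by 2.00 ± 0.12 on the log2 scale. In *pifq* SD relative to WT SD these 2 genes of the list rose, *BAM3* by 1.14 and *GBSS1* by 0.65, and 10 did not pass the test. Of 11 measured genes of the circadian clock and photoperiod, 9 fell and 1 rose in WT SD (the same numbers when adjusted over the list alone). *CDF1* (AT5G62430) fell by 1.90, *ELF4* (AT2G40080) by 1.38, *PRR5* (AT5G24470) by 1.12, *GI* (AT1G22770) by 0.83 and *CCA1* (AT2G46830) by 0.69, whereas *CDF5* (AT1G69570) rose by 0.96. In *pifq* SD relative to WT SD *RVE1* (AT5G17300) rose by 0.81 and *CDF5* fell by 1.37, and the other 9 did not pass the test. *LOX2* and *AOS* (AT5G42650, log2 FC -0.77), both of jasmonate synthesis, fell among 3 measured genes of pathogen and jasmonate response, and none of the 3 was called in *pifq* SD relative to WT SD (limma, none at an unadjusted p under 0.05). Only 4 of the starch, 3 of the clock and 1 of the jasmonate genes are named by the platform annotation. In all, 1206 probe sets rose and 1307 fell, 2513 together, and 3336 passed the adjusted p without the fold requirement, against 7527 at an unadjusted p under 0.05. After median centring of the arrays 1380 rose and 1132 fell, so the majority direction depends on the scaling. The call of *GBSS1* in *pifq* SD was lost without any of 8 of the 12 arrays (adjusted p 0.0502 to 0.115), that of *AOS* in WT without any of 4 (adjusted p 0.065 to 0.106), and those of *BAM3*, *RVE1* and *CDF5* in *pifq* SD when only the arrays compared were fitted (adjusted p 0.0591, 0.0901 and 0.0583).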

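*QQS* (AT3G30720), a gene without known relatives outside *Arabidopsis* that affects starch content, was higher in *pifq* SD than in WT SD by a log2 FC of 5.16 ± 0.22 (SE, n = 3 arrays per group, adjusted p = 3.08e-06). *BCB* (AT5G20230), a blue copper-binding protein, was higher by 1.94 ± 0.32 (adjusted p = 0.0143). Next to the *PIF* genes themselves, *SAUR24* (AT5G18080), an early auxin response gene, had one of the largest falls, with a log2 FC of -3.79 ± 0.49 (adjusted p = 0.00361). Of 9 measured photoreceptors and light signalling components, 3 fell and 6 did not pass the test in *pifq* SD relative to WT SD (2 rose and 4 fell when adjusted over the list alone). The phytochrome genes *PHYA* (AT1G09570) and *PHYB* (AT2G18790) fell by 0.99 and 0.81, and *PHOT1* (AT3G45780), a blue light receptor, fell by 0.85. In WT SD relative to WT LL, *PHYA* rose by 1.66 ± 0.14, *FHY1* (AT2G37678), needed for nuclear import of phytochrome A, by 1.58 ± 0.24 and *PHOT1* by 0.79 ± 0.11. *HYH* (AT3G17609), *SPA3* (AT3G15354), *SPA4* (AT1G53090), *SPA1* (AT2G46340) and *COP1* (AT2G32950) fell there by 1.25, 1.07, 1.05, 0.96 and 0.76, and 1 of these 9 genes is named by the platform annotation. All 7 measured genes of ethylene synthesis and response rose in WT SD (7 when adjusted over the list alone, 1 named by the platform annotation). Among them *ACS5* (AT5G65800), which makes the ethylene precursor, rose by 1.34 ± 0.13 and *EIN3* (AT3G20770), a transcription factor of the ethylene response, by 0.71 ± 0.10. *ACS5* fell in *pifq* SD, by 1.08, and the other 6 did not pass the test. Of all probe sets tested, 242 were SS1.5F higher and 323 lower in *pifq* SD, 565 together, with 653 past the adjusted p alone and 4084 at an unadjusted p under 0.05. The count was 278 without WT SD replicate 1, 313 without WT SD replicate 3, 273 without *pifq* SD replicate 3 and 66 when only the 6 arrays compared were fitted, where the calls of *BCB*, *SAUR24*, *PHYA*, *PHYB*, *PHOT1* and *ACS5* were lost (adjusted p 0.187, 0.097, 0.0903, 0.161, 0.115 and 0.0851). The call of *BCB* was also lost without WT SD replicate 1 (adjusted p = 0.0634) or *pifq* SD replicate 3 (adjusted p = 0.0723), and that of *PHYB* without WT SD replicate 3 (adjusted p = 0.0565).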

By comparison, *pifq* seedlings in SD display SS1.5F alterations in the expression of 538 genes relative to the SD-grown wild type (WT-SD vs. pifq-SD; **Figure 1B** and **Supplementary Figure S1**; see **Dataset S1** online for the gene list). Of these 538 genes, 349 (64.8%) are identical to those altered in expression in the WT by exposure to the long night of SD (**Figure 1B** and **Supplementary Figure S1**). Of these common 349 SS1.5F genes, 191 (54.7%) are SD- and PIF-induced (i.e., are up-regulated in the WT in SD compared to LL, and down-regulated in *pifq* compared to the WT in SD), and 145 (41.5%) are SD- and PIF-repressed (i.e., are down-regulated in the WT in SD compared to LL, and up-regulated in *pifq* compared to the WT in SD; ??), and were designated PIF/SD-induced and PIF/SD-repressed, respectively (**Dataset S1**). 

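*GPX7* (AT4G31870), a glutathione peroxidase of the chloroplast, was among the genes called in both comparisons, with a log2 FC of -3.02 ± 0.24 (SE, n = 3 arrays per group) in WT SD relative to WT LL and 1.37 in *pifq* SD relative to WT SD. *PPT2*, the plastid phosphoenolpyruvate translocator, rose by 1.13 ± 0.17 in *pifq* SD. In the other direction, AT2G19660 had 2.23 ± 0.16 and -2.50, and AT1G12080 had 2.12 ± 0.17 and -2.04. In all, 357 probe sets were SS1.5F in both comparisons, which is 63.2% of the PIF-regulated and 14.2% of the SD-regulated ones. If the calls of the comparisons were independent, 10.2 induced and 8.3 repressed probe sets would be called in both. Both comparisons contain the WT SD arrays, so the calls are not independent, and the values on separate WT SD arrays are given with the reciprocal regulation. The call of *GPX7* in *pifq* SD was lost without any of 4 of the 12 arrays (adjusted p 0.0556 to 0.0847).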

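*ST2A* (AT5G07010), a sulfotransferase of hydroxyjasmonate, had the largest rise of a gene called in both comparisons, with a log2 FC of 4.55 ± 0.16 (SE, n = 3 arrays per group) in WT SD relative to WT LL and -3.89 in *pifq* SD relative to WT SD. *HB-2* (AT4G16780), a homeodomain regulator of the shade response, had 2.57 ± 0.29 and -2.99, and AT5G35525 had 2.05 ± 0.34 and -3.29. Of 9 measured shade-induced transcriptional regulators, 6 rose and 1 fell in WT SD (7 and 1 when adjusted over the list alone), and 8 fell and 1 rose in *pifq* SD (8 and 1 when adjusted over the list alone). *HB4* (AT2G44910) had 1.65 ± 0.15 and -2.12, and *HAT3* (AT3G60390) had 0.61 ± 0.14 and -0.78, whereas *BBX25* (AT2G31380), a B-box protein, had -1.10 ± 0.10 and 0.75. *HAT1* (AT4G17460) fell by 0.59 in *pifq* SD and had 0.37 in WT SD, where it was not called. The platform annotation names 2 of the 9, and the study itself discusses several of them, so that their direction is not independent evidence. Among the repressed genes, AT3G44970 had -2.82 ± 0.12 and 1.51, *FRO6* (AT5G49730), a ferric reductase, had -2.66 ± 0.17 and 1.47, and *FADA* (AT4G27030), a fatty acid desaturase, had -1.90 ± 0.12 and 1.29. In all, 176 probe sets (49.3%) were SD- and PIF-induced and 169 (47.3%) were SD- and PIF-repressed, which is 14.6% of the SD-induced and 12.9% of the SD-repressed ones, and after median centring the sets held 198 and 133. Without WT SD replicate 1, 117 were induced and 72 repressed; the repressed set held 107 and 81 without WT SD replicates 2 and 3, and 86 and 62 without *pifq* SD replicates 1 and 3. When only the arrays compared were fitted, 48 were induced and 6 repressed, and the calls of *HB-2* and *FRO6* in *pifq* SD were lost (adjusted p 0.0617 and 0.0889).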

The remaining 13 genes (0.03%) displayed opposite direction of their response between night and PIFq, and were designated as ambiguous (??, **Dataset S1**). 

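*KCS2* (AT1G04220) and *GPAT7* (AT5G06090), which act in the synthesis of very long chain fatty acids and of cutin or suberin, were lower in WT SD than in WT LL, with log2 FCs of -1.03 and -1.19, and lower again in *pifq* SD than in WT SD, with -0.76 and -1.16. *RD29B* (AT5G52300), a gene induced by abscisic acid, had -1.39 ± 0.13 (SE, n = 3 arrays per group) and -0.60. *FLA16* (AT2G35860), an arabinogalactan protein, *SULTR3;1* (AT3G51895), a sulfate transporter, and *GH9B8* (AT2G32990), a glycosyl hydrolase, had -0.73, -0.73 and -0.78 in WT SD and -0.81, -0.91 and -1.24 in *pifq* SD. Of 12 probe sets called in both comparisons in the same direction, 11 were lower and 1, AT1G42430, was higher, with 0.77 and 0.82. The others were AT1G29660, AT4G03540, AT4G38080, *PELPK2* and AT5G47635, and *KCS2*, *GPAT7* and the others named here except *RD29B* were chosen after their values were seen. In *pifq* SD relative to *pifq* LL all 12 were SS1.5F in the direction of WT, with a mean log2 FC of -1.62 against -1.18 in WT. These means join 11 falls with the rise of AT1G42430. The 12 were picked for moving further the same way in *pifq* SD, so the picking favours a larger SD change in *pifq*. The number was 5, 6 and 6 without WT SD replicate 1, 2 or 3, 7 without WT LL replicate 3 and 5 without *pifq* SD replicate 3, and 0 when only the arrays compared were fitted with limma. The call of *RD29B* in *pifq* SD was lost without any of 11 of the 12 arrays (adjusted p 0.056 to 0.135).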

The scatterplot shown in **Figure 1C** illustrates the significant strong qualitative and quantitative correlation between the expression elicited by the long night and by PIFq in SD compared with LL for the 349 regulated genes (black symbols; *p*-value = 2.2e-16). In addition, this plot reveals that genes that are SD-regulated only (orange symbols) responded similarly or with only slight differences in expression in the *pifq* compared to the WT (**Figure 1C** and **Supplementary Figure S2A**), indicating that they are only marginally regulated by the PIFs. However, a considerable additional number of the SS1.5F genes that respond to SD in the *pifq* mutant only (PIF-regulated only, purple symbols) also respond in the WT in SD compared to LL, albeit to a lesser extent compared to the fold change (FC) difference between WT and *pifq* (**Figure 1C** and **Supplementary Figure S2B**). Together, these data indicate that there are extensive similarities in the direction and extent of the gene expression changes induced by genetic removal of the PIFq proteins in SD and the changes elicited by suppression of the night period in SD-entrained seedlings released in continuous light, and suggest that the reciprocal regulation by light and PIFs previously described to take place during deetiolation (Leivar et al., 2009) is also reproduced under SD conditions. 

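Over the probe sets called in both comparisons, the log2 FC of WT SD relative to WT LL and that of WT SD relative to *pifq* SD had a Pearson r of 0.888 and a Spearman rho of 0.833 across genes. Genes are not independent replicates, and these were picked for a large change in each comparison. *BEE1* (AT1G18400), a bHLH factor of brassinosteroid response, had 1.80 ± 0.28 (SE, n = 3 arrays per group) in WT SD relative to WT LL and -2.66 in *pifq* SD relative to WT SD. AT2G32550 and AT2G30766, on the repressed side, had -2.70 ± 0.22 and -2.23 ± 0.18 in WT SD, and 1.55 and 1.48 in *pifq* SD. Over all probe sets tested, r was 0.408 and rho 0.368, and 62.5% moved in the reciprocal direction. Because the WT SD arrays stand in both comparisons, 100 simulations without any effect gave a mean r of 0.501 and a mean rho of 0.463, and 66.6% in the reciprocal direction. The simulations hold no SD response, whereas probe sets called for SD alone add spread to the data and can lower r. The simulated r is thus no bound for the observed one. The covariance was 0.0632, against at most 0.045 in the simulations and 0.0493 from the variance of the WT SD arrays. With the SD response taken from some WT SD arrays and the PIFq effect from the others, r over all probe sets was -0.0479 to 0.154. When only the arrays compared were fitted, the call of AT2G32550 in *pifq* SD was lost (adjusted p = 0.0647).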

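*BCAT-2* (AT1G10070), an aminotransferase of branched-chain amino acids, rose by a log2 FC of 4.38 ± 0.22 (SE, n = 3 arrays per group) in WT SD relative to WT LL and by 3.24 in *pifq* SD relative to *pifq* LL. Its log2 FC in *pifq* SD relative to WT SD was -0.11 (adjusted p = 0.956). Of 9 measured dark-induced and sugar starvation genes, 8 rose in WT SD and 8 in *pifq* SD relative to LL (8 when adjusted over the list alone in WT), and none was called in *pifq* SD relative to WT SD (limma, none at an unadjusted p under 0.05). In *pifq* LL relative to WT LL their mean was 0.46, with none called (limma, 5 higher at an unadjusted p under 0.05, 3 when adjusted over the list alone), and for the difference of the SD response between WT and *pifq* none was called either (limma, 3 higher in WT at an unadjusted p under 0.05, 2 when adjusted over the list alone). *MCCB* (AT4G34030) rose by 2.36 in WT and 2.03 in *pifq*, *ASN1* (AT3G47340), an asparagine synthetase, by 2.02 and 1.23, and *DIN2* (AT3G60140), a beta-glucosidase, by 1.76 and 1.395. Of 10 measured genes of flavonoid and anthocyanin synthesis, 8 fell and 1 rose in WT SD (9 and 1 when adjusted over the list alone), 8 fell and 1 rose in *pifq* SD relative to *pifq* LL, and none was called in *pifq* SD relative to WT SD (limma, 1 at an unadjusted p under 0.05). *TT4* (AT5G13930), chalcone synthase, fell by 3.58 ± 0.18 in WT and 3.18 in *pifq*, *F3H* (AT3G51240) by 2.50 and 2.34, and *DFR* (AT5G42800) by 2.14 and 2.37, while *MYBL2* (AT1G71030), a repressor of the pathway, rose by 1.66 and 2.19. The platform annotation names 3 genes of each list, of which 2 rose and 2 fell, respectively, in WT SD. Probe sets called in WT SD relative to WT LL alone numbered 2156, of which 1029 rose and 1127 fell. Relative to LL, the rising ones had a mean log2 FC of 0.96 in WT SD and 0.64 in *pifq* SD, where 458 were called in the same direction. The falling ones had -1.01 in WT SD and -0.67 in *pifq* SD, where 424 were called. In *pifq* SD relative to WT SD their means were -0.13 ± 0.08 and 0.23 ± 0.11 (SD over the *pifq* SD arrays, n = 3), and at an unadjusted p under 0.05, 210 of the rising ones were lower and 43 higher in *pifq* SD, and 423 of the falling ones were higher and 37 lower. Their means in *pifq* LL relative to WT LL were 0.19 and -0.11, with none called there (limma, 219 of the rising ones higher and 8 lower, and 9 of the falling ones higher and 110 lower, at an unadjusted p under 0.05). No probe set of the 2156 was called for a difference of the SD response between WT and *pifq* (limma), with 214 and 327 at an unadjusted p under 0.05 in the direction of a weaker response in *pifq* and 2 and 4 in the other. The 2156 were picked for not being called in *pifq* SD relative to WT SD. That comparison is part of this test, so the picking favours a low count.

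**Figure D1:**
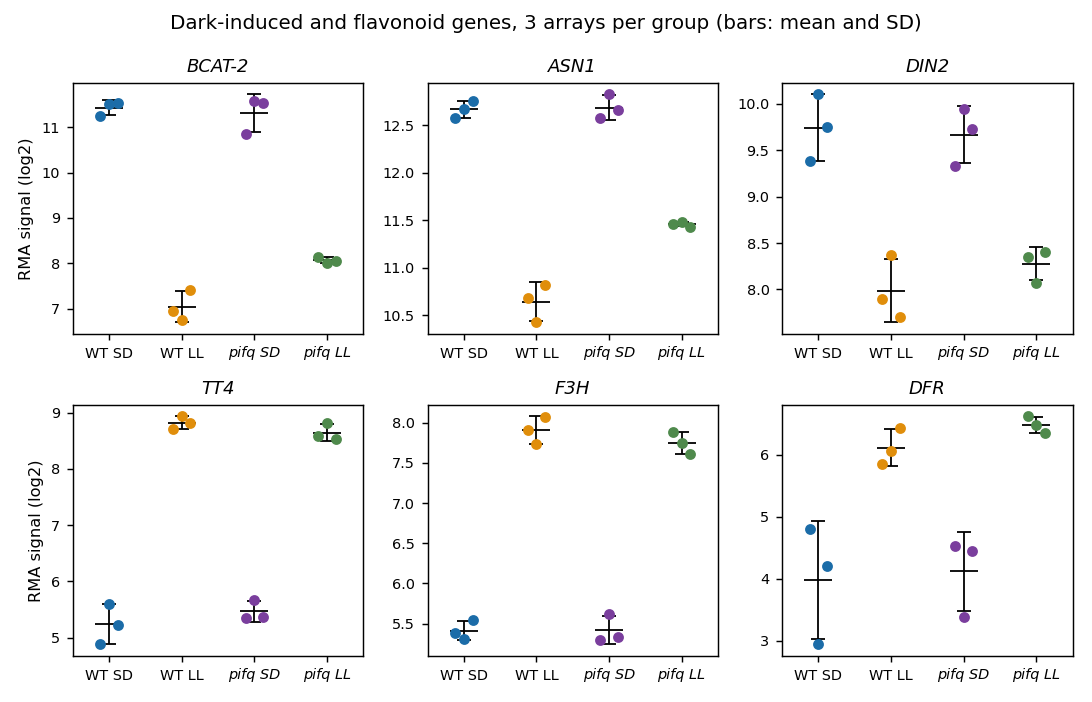
Log2 signal of *BCAT-2*, *ASN1*, *DIN2*, *TT4*, *F3H* and *DFR* (vertical axes) in WT SD, WT LL, *pifq* SD and *pifq* LL (horizontal axes), with each array as a point and the mean with its SD (n = 3) as a line with bars. The first 3 genes lie higher and the last 3 lower in SD than in LL in each genotype, and the WT and *pifq* values in SD differ by 0.23 or less on the log2 scale.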

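*SAUR20* (AT5G18020), an early auxin response gene, had a log2 FC of -2.74 ± 0.40 (SE, n = 3 arrays per group) in *pifq* SD relative to WT SD and 0.77 in WT SD relative to WT LL, where it was not called (adjusted p = 0.331). *EXPB1* (AT2G20750), an expansin, had -0.94 ± 0.16 and 0.20 (adjusted p = 0.563), and AT4G18740 had 1.52 ± 0.30 and -0.73 (adjusted p = 0.193). *PDF1* (AT2G42840), the 1 measured epidermis marker of 4 listed, had -1.29 and 0.03 (1 fell when adjusted over the list alone), and its log2 FC in *pifq* SD relative to *pifq* LL was -0.98 (called). Probe sets called in *pifq* SD relative to WT SD alone numbered 208, of which 136 were PIF-induced and 72 PIF-repressed. The PIF-induced ones had a mean log2 FC of -1.03 in *pifq* SD relative to WT SD and of 0.27 ± 0.07 in WT SD relative to WT LL (SD over the WT SD arrays, n = 3). The PIF-repressed ones had means of 1.01 and -0.22 ± 0.08. Part of the difference was also present in LL, where the means in *pifq* relative to WT were -0.27 and 0.36, with 3 of the 136 called lower and 4 of the 72 called higher. The 3 are *PIF1*, *PIF3* and *PIF5*, which are mutated in *pifq*. The 4 are *QQS*, with 4.68, and 3 probe sets without a gene name, with 2.41, 2.41 and 3.85, and these weigh on the means. At an unadjusted p under 0.05 (limma), 38 of the 136 were lower and 0 higher in LL, and 21 of the 72 were higher and 1 lower. In WT SD relative to WT LL, 66 of the 136 were higher and 8 lower at an unadjusted p under 0.05, and 23 of the 72 were lower and 1 higher. Called again with each array left out in turn, the PIF-induced ones numbered 60 (without WT SD replicate 1) to 118 and the PIF-repressed ones 15 (without *pifq* SD replicate 3) to 61, and when only the arrays compared were fitted they numbered 8 and 4. The call of AT4G18740 was lost without any of 7 of the 12 arrays (adjusted p 0.0569 to 0.131), and that of *PDF1* when only the arrays compared were fitted (adjusted p = 0.104).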

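AT3G21330, a bHLH gene, had a log2 FC of 2.14 ± 0.19 (SE, n = 3 arrays per group) in WT SD relative to WT LL and -2.37 in *pifq* SD relative to WT SD. AT1G29720, on the repressed side, had -2.33 ± 0.15 and 1.44. Of the 357 probe sets called in both comparisons, 345 (96.6%) moved in the reciprocal direction, as these do (one-sided exact binomial test against equal chances, p = 2.62e-86, with probe sets taken as independent, which they are not). With the SD response measured on 1 or 2 of the WT SD arrays and the PIFq effect on the others, 48 to 175 probe sets were called in both comparisons and 96.8% to 100% of them were reciprocal, although in each case 1 of the comparisons rests on a single WT SD array and takes its spread from the other groups. From the similarity in direction and extent between the changes caused by removal of PIFq and those caused by suppression of the night, the paper proposes that the reciprocal regulation by light and PIFs described during deetiolation also takes place under SD.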

The degree of this reciprocal regulation was most significant for the identified PIF/SD-regulated subset of 349 genes (**Dataset S1**). These PIF/SD-regulated genes were therefore considered as good candidates to underlie the PIFq-regulated changes in seedling growth and development under SD conditions, and were selected for further analysis.

### PIFq Contribution to the Expression of PIF/SD-Regulated Genes

To estimate the contribution of the PIFq proteins to the night-induced expression of the PIF/SD-regulated genes, we calculated the average contribution of PIFq to the night-induced changes in expression elicited in the WT in SD compared to LL. The expression levels of the 191 PIF/SD-induced gene-set in *pifq* seedlings grown in SD resembled those in WT in LL (and also in *pifq* in LL), indicating that PIFq proteins are necessary to induce their gene expression during the night period under SD (**Figure 2A**). 

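AT5G44440, a berberine-bridge-like oxidase, had a log2 FC of 2.37 ± 0.31 (SE, n = 3 arrays per group) in WT SD relative to WT LL and -3.03 in *pifq* SD relative to WT SD, and -0.43 in *pifq* SD relative to *pifq* LL, which was not called. *PRP2* (AT2G21140), a proline-rich cell wall protein, had 0.99 ± 0.12 and -1.90, and fell by 0.73 in *pifq* SD relative to *pifq* LL. The mean of the 176 PIF/SD-induced probe sets was higher in WT SD than in *pifq* SD by 1.38 on the log2 scale, with every WT SD array above every *pifq* SD array. The exact permutation test gave a two-sided p of 0.1 for this difference, the smallest that 3 arrays against 3 allow, and the set was picked for it. In *pifq* SD relative to *pifq* LL the mean difference was -0.008 (exact permutation p = 1), with 88 probe sets higher and 88 lower. Of these, 9 rose and 8 fell SS1.5F, and 33 were higher and 25 lower at an unadjusted p under 0.05. *pifq* SD and *pifq* LL lay below WT LL on every array, with 121 and 133 of the 176 probe sets lower, and no probe set of the set was called in *pifq* LL relative to WT LL (limma, 5 higher and 28 lower at an unadjusted p under 0.05). For the 191 genes of Dataset S1 the *pifq* SD arrays overlapped with those of WT LL (exact permutation p = 0.2), and 125 genes were lower.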

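For the 176 probe sets called here as PIF/SD-induced, which include *CDF5* of the photoperiod pathway and the receptor gene *PHOT1*, the mean log2 FC relative to WT LL was 1.23 ± 0.07 in WT SD (SD over arrays, n = 3, range 1.18 to 1.31). It was -0.16 ± 0.09 in *pifq* SD, where the arrays ranged from -0.26 to -0.10, and -0.15 ± 0.03 in *pifq* LL. Over the 191 genes of the paper's own PIF/SD-induced set in Dataset S1, the means from these arrays were 1.20 ± 0.09 in WT SD, -0.15 ± 0.13 in *pifq* SD and -0.15 ± 0.04 in *pifq* LL. Without *pifq* SD replicate 1 or 3 the mean of the set called in *pifq* SD was -0.275 or -0.274.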

Examination of the contribution of PIFq to the expression of the PIF/SD-induced genes shows that, compared to the normalized log_2_ expression of genes in WT LL conditions set at 0, the mean log_2_ of the FC of WT SD is 1.2, whereas in *pifq* SD and LL is -0.13 and -0.14, respectively (**Figure 2B**). Similarly, for the 145 PIF/SD-repressed gene set, expression levels in *pifq* seedlings grown in SD were more similar to those in LL-grown WT (and also *pifq*), than to SD-grown WT, although there were significant differences among them (**Figure 2A**). 

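AT1G76110, an HMG-box protein, had a log2 FC of -1.74 ± 0.15 (SE, n = 3 arrays per group) in WT SD relative to WT LL and 1.23 in *pifq* SD relative to WT SD, and fell by 0.80 in *pifq* SD relative to *pifq* LL. AT1G24580, a RING-type protein, had -2.02 ± 0.22 and 1.44, and fell by 1.12 in *pifq* SD relative to *pifq* LL. AT5G19850, an alpha/beta-hydrolase, had -1.36 ± 0.11 and 1.22, and -0.40 in *pifq* SD relative to *pifq* LL, where it was not called. The mean of the 169 PIF/SD-repressed probe sets was lower in WT SD than in *pifq* SD by a difference of -0.85 on the log2 scale, and that of *pifq* SD was below *pifq* LL by a difference of -0.425 and below WT LL. In each of these 3 comparisons the arrays of the groups did not overlap, and the exact permutation p was 0.1, the smallest possible. In *pifq* SD, 140 of the 169 were lower than in WT LL and 147 lower than in *pifq* LL. Relative to *pifq* LL, 48 fell and 2 rose SS1.5F in *pifq* SD; these 2 were *RPP5* (AT4G16950), a disease resistance gene, with 0.96, and AT4G27300, a receptor-like kinase named after its values were seen, with an adjusted p of 0.0303. In a fit of only the arrays compared, the calls of AT1G76110 and AT1G24580 in *pifq* SD relative to WT SD were lost (adjusted p 0.0835 and 0.0982).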

In accord, the mean log_2_ FC of WT SD was (-1.3) compared to the WT LL, whereas the mean FC in *pifq* SD was (-0.4; **Figure 2B**). 

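Over the 169 probe sets called here as PIF/SD-repressed, among them *RVE1* and *BBX25*, the mean log2 FC relative to WT LL was -1.22 ± 0.01 in WT SD (SD over arrays, n = 3, range -1.23 to -1.21). In *pifq* SD it was -0.369 ± 0.057. Over the 145 genes of the paper's own PIF/SD-repressed set in Dataset S1, the means from these arrays were -1.28 ± 0.014 in WT SD and -0.455 ± 0.094 in *pifq* SD.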

The mean log_2_ of the FC expression in *pifq* LL was 0.05, similar to WT LL (**Figure 2B**). 

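For the PIF/SD-repressed probe sets called here, the mean log2 FC in *pifq* LL relative to WT LL was 0.056 ± 0.046 (SD over arrays, n = 3). The arrays of the groups overlapped (exact permutation p = 0.3), 104 probe sets were higher and 65 lower, and none was called (limma, 19 higher and 6 lower at an unadjusted p under 0.05). The 145 genes of Dataset S1 had a mean of 0.051 ± 0.046 in the same comparison (exact permutation p = 0.4).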

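*IBH1* (AT2G43060), a bHLH factor of brassinosteroid and growth control, is an example of the induced set, where the contribution of PIFq, taken as 100 times the difference of WT SD and *pifq* SD divided by that of WT SD and WT LL, was 114%. For AT1G29720 of the repressed set it was 61.9%. Taken from the means of the sets called here, PIFq contributed 113% ± 7.67 (SD over the *pifq* SD arrays, n = 3, range 108 to 121) to the rise of the PIF/SD-induced set and 69.8% ± 4.69 (range 64.7 to 74) to the fall of the PIF/SD-repressed set. The medians over genes were 113% and 71.8%. With the genes of Dataset S1 the values from the set means were 113% and 64.5%. The measure contains WT SD in both differences. In simulated data a true contribution of 50% was estimated at 55.42% over 23 genes, and one of 100% at 100.1% over 52 genes. The source of the excess at 50% was not tested. The measure leaves out *pifq* LL, where the mean of the induced set relative to WT LL was -0.146, close to the -0.155 of *pifq* SD. A value above 100% thus takes in a difference between the genotypes that was also present in LL. From LL to SD the mean of this set changed by 1.225 in WT and by -0.008 in *pifq*. On the linear scale the contribution to the repressed set was 62.5%.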

When these differences between WT and *pifq* are expressed as percentage contribution of PIFq to the change induced in the WT in SD compared to LL, these results indicate that, on average, PIFq contributes to 100% of the upregulation of PIF/SD-induced genes, whereas their contribution to the repression of gene expression in WT SD compared to WT LL is ∼69%, suggesting that other factors must be responsible for the remaining 30% change in expression. To visualize the array of the contribution of PIFq to the expression of the individual genes under SD, we ranked the percent-contribution values for the induced and repressed genes separately (**Supplementary Figure S3**). 

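*MGL* (AT1G64660), a methionine gamma-lyase, had a log2 FC of 1.71 in WT SD relative to WT LL and -0.63 in *pifq* SD relative to WT SD, (adjusted p = 0.0499), a contribution of 36.8%, the lowest of the PIF/SD-induced set called here. *SIS* (AT5G02020), a salt-induced serine-rich protein, had 2.17 and -0.80 (37.1%), AT5G44260, a CCCH zinc finger protein, had 2.58 and -0.98 (38.0%), and *DYL1* had 1.25 and -0.61 (49.3%). *MGL*, *SIS* and *DYL1* were named after their values were seen. These 4 of 176 genes (2.27% ± 2.3, SD over the *pifq* SD arrays, n = 3) had a contribution under 50%, while 121 (68.8% ± 5.46) were at 100% or above, and the genes ranged from 36.8 to 317%. Of the 191 genes of Dataset S1, 5 (2.62%) were under 50% and 125 (65.4%) at 100% or above. Measured on WT SD replicate 2 alone, for a set called without it, 9.62% were under 50%.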

All of the PIF/SD-induced genes showed a contribution larger than 50%, with 64% of the genes having a contribution that was 100% or greater. In contrast, of the PIF/SD-repressed gene set, 35% of the genes contributed less than 50%, and only 14% of the genes had a contribution that was 100% or higher (**Supplementary Figure S3**). Together, the data suggest that gene induction and repression under SD might be differently regulated by the PIFs: whereas the PIFq appears to be necessary and sufficient to explain the night induction of PIF/SD-induced genes, other proteins might be involved in the night repression of PIF/SD-repressed genes. 

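*PPT2* had the lowest contribution of the PIF/SD-repressed set called here, with 29.3%, and *GBSS1*, *BAM3*, *BGLU40* (AT1G26560), a beta-glucosidase, and *GPX7* had 32.4, 36.9, 37.0 and 45.3%. At the other end, *SWEET2* (AT3G14770), a sugar transporter, had 163%, *ELIP2* (AT4G14690), an early light-inducible protein, 129% and *RVE1* 103%. Of the 169 genes, 23 (13.6% ± 10.4, SD over the *pifq* SD arrays, n = 3) had a contribution under 50% and 29 (17.2% ± 2.92) were at 100% or above. Taken with single *pifq* SD arrays, the share under 50% ranged from 10.7 to 29%. The share at 100% or above ranged from 20.1 to 25.4%, above the 17.2% from the group means, so its SD is not an error of that value. Of the 145 genes of Dataset S1, 25 (17.2%) were under 50%, with 13.8 to 35.9% on single *pifq* SD arrays, and 17 (11.7%) were at 100% or above. On the linear scale 29.6% of the genes were under 50%, and the share at 100% or above was 27.9% without *pifq* SD replicate 1.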

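*CYP86A4* (AT1G01600), a cytochrome P450, and *EXPA8* (AT2G40610), an expansin, rose in WT SD relative to WT LL, by 0.62 ± 0.15 and 0.61 ± 0.15 (SE, n = 3 arrays per group), and fell in *pifq* SD relative to *pifq* LL, with log2 FCs of -0.76 and -0.97. By contrast AT3G44970, a cytochrome P450 of the repressed set, fell in each genotype, by 1.11 in *pifq* SD relative to *pifq* LL. *CYP86A4* was named after its values were seen. The difference of the SD response between WT and *pifq* was called for 47 (26.7%) of the PIF/SD-induced and 6 (3.55%) of the PIF/SD-repressed probe sets by limma, and at an unadjusted p under 0.05 for 173 and 157. The sets were picked with 3 of the 4 groups in this test, so the counts are not independent of the picking. On average, the paper finds a full contribution of PIFq to the night induction of the induced genes and a partial one to the repression of the others. From this it proposes that PIFq appears necessary and sufficient for the induction, whereas other proteins might take part in the repression. Without single arrays, 6 to 26 probe sets in place of 58 had a called difference of response over the whole array, and the call of *EXPA8* in it was lost without any of 11 of the 12 arrays.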

As examples of the contribution of PIFq for specific PIF/SD-regulated genes, **Figure 2C** shows the expression of representative PIF/SD-induced genes *PIL1* (*AT2G46970*) and *IAA19* (*AT3G15540*), and PIF/SD-repressed genes *PSY* (*AT5G17230*) and *CYP97A3 (AT1G31800)*, in WT and *pifq* seedlings grown under SD or LL.

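*PIL1* encodes a bHLH protein of the shade response and *IAA19* an auxin-induced repressor of auxin signalling, whereas *PSY* and *CYP97A3* encode enzymes of carotenoid synthesis. *PIL1* rose by a log2 FC of 2.69 ± 0.33 (SE, n = 3 arrays per group, adjusted p = 0.000632) in WT SD relative to WT LL, and fell by 4.03 (adjusted p = 0.000236) in *pifq* SD relative to WT SD. Its level relative to WT SD set at 1 was 0.155 ± 0.016 in WT LL, 0.0612 ± 0.020 in *pifq* SD and 0.102 ± 0.017 in *pifq* LL (SD, n = 3). *IAA19* rose by 1.65 ± 0.18 (adjusted p = 0.000282) and fell by 2.26 (adjusted p = 0.000214), and its relative levels were 0.32 ± 0.013, 0.209 ± 0.025 and 0.353 ± 0.080. *PSY* fell by 1.12 ± 0.11 (adjusted p = 0.000131) and rose by 0.68 (adjusted p = 0.0103), and its relative levels were 2.17 ± 0.041, 1.6 ± 0.148 and 2.18 ± 0.062. *CYP97A3* fell by 1.20 ± 0.13 (adjusted p = 0.000291) and rose by 0.69 (adjusted p = 0.0257), with relative levels of 2.29 ± 0.292, 1.61 ± 0.140 and 2.09 ± 0.10. The contributions of PIFq were 150, 137, 60.4 and 57.8% in the order of the genes. In *pifq* SD relative to *pifq* LL, *IAA19* fell by 0.76, and the other 3 genes did not pass the test, with -0.74, -0.45 and -0.37. The call of *PSY* in *pifq* SD relative to WT SD was lost without WT SD replicate 1 (adjusted p = 0.0577) or *pifq* SD replicate 3 (adjusted p = 0.0546), and that of *CYP97A3* without any of 4 of the 12 arrays (adjusted p 0.0741 to 0.113). Both were lost when only the arrays compared were fitted (adjusted p 0.185 and 0.191).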

### Phase Enrichment and Diurnal Expression of PIF/SD-Regulated Genes

Time-of-day-expression enrichment-analysis of the PIF/SD-regulated genes was performed using the available data at the PHASER website^6^ (Mockler et al., 2007). The data showed that, under SD photocycles, PIF/SD-induced genes displayed an overrepresented phase of expression at the end of the dark period (**Figure 3A**), with 49% of these genes phased at pre-dawn between 18 and 23 h (**Dataset S1**), when PIF abundance is maximum. By contrast, the phase-overrepresentation pattern was remarkably different for the PIF/SD-repressed genes, which displayed an overrepresented phase of expression in the morning (**Figure 3A**), with 26% of these genes phased between 2 and 3 h (**Dataset S1**). Consistent with this phase enrichment, the expression of PIF/SD-regulated genes under SD shows an oscillatory pattern (**Figure 3B**, top). The expression of PIF/SD-induced gene set is kept low during the day, progressively increases during the night and displays a maximum at the end of the dark period (**Figure 3B**, top). In contrast, the PIF/SD-repressed gene set presents a similar increase during the night but the peak of maximum expression occurs during the day (**Figure 3B**, top). Interestingly, these oscillatory patterns are not maintained under free-running conditions (**Figure 3B**, bottom). Indeed, expression for PIF/SD-induced genes is kept at low levels across the day and the subjective night under LL (**Figure 3B**, bottom left). Strikingly, for PIF/SD-repressed genes, whereas, the expression in LL displays a comparable night increase compared to SD, there is a significant phase shift from mid morning to the end of night (**Figure 3B**, bottom right), also apparent when compared to the corresponding entrainment conditions in 12:12 that also display a mid-morning peak (**Supplementary Figure S4**). Accordingly, whereas most PIF/SD-regulated genes are rhythmic under SD conditions, the percentage of rhythmic genes under free running is reduced to 60% in the PIF/SD-induced gene set, and to 90% in the PIF/SD-repressed gene set (**Figure 3C**). Together, these data suggest that PIF accumulation during the night underlies the phase and amplitude of the rhythmicity of PIF/SD-induced and -repressed genes, to peak at pre-dawn and in the morning, respectively.

**FIGURE 3:**
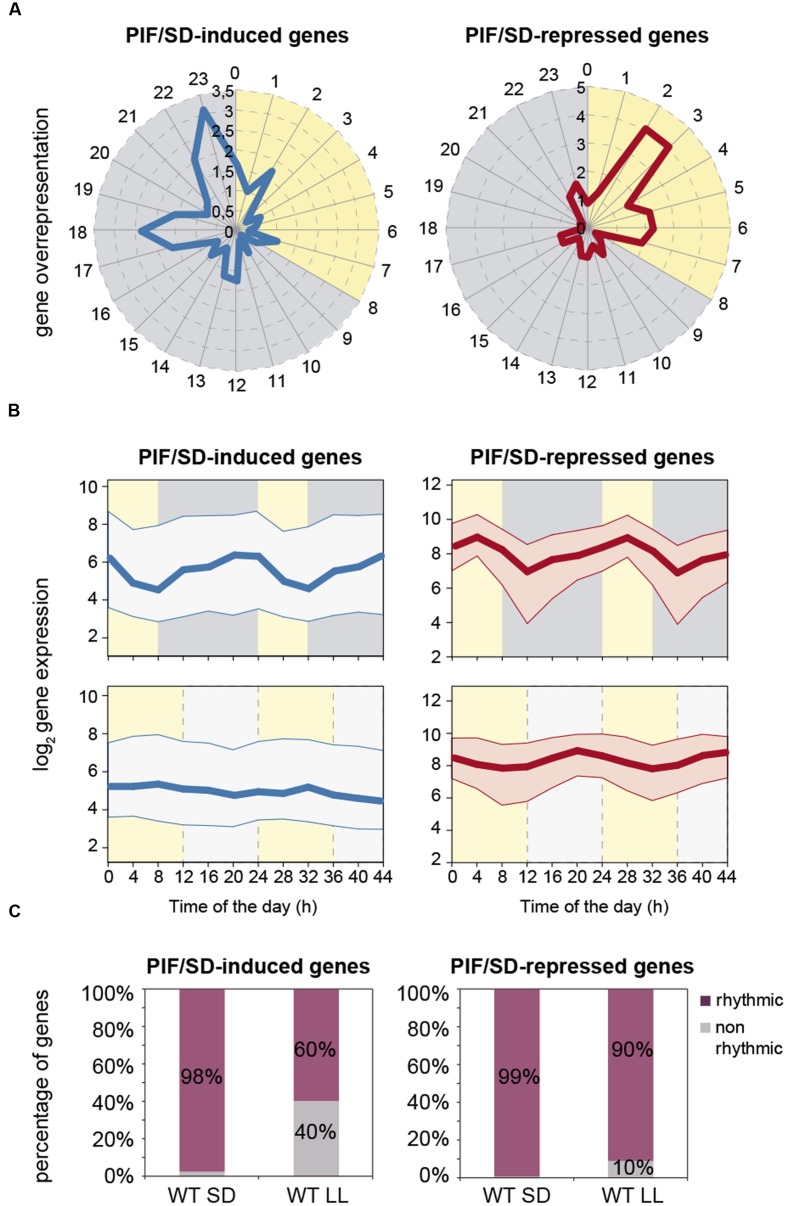
**Expression dynamics of PIF/SD-induced and -repressed genes under SD compared to LL photoperiods.** **(A)** Expression phases in SD of the 191 PIF/SD-induced (left) and the 145 PIF/SD-repressed (right) genes. Phases, defined by PHASER (http://phaser.mocklerlab.org), are indicated on the circumference, and FC phase enrichment of genes (count/expected) on the radius. Day: yellow; Night: gray. **(B)** Median values (thick line) and upper and lower quartiles (thin lines) of log_2_ expression for all PIF/SD-induced (left) and PIF/SD-repressed (right) under SD (top) compared to free running conditions in seedlings entrained in 12:12 (bottom). See **Supplementary Figure S4** for values in 12:12. Data were obtained from http://diurnal.mocklerlab.org. Day: yellow; Night (top): gray; Subjective night (bottom): light gray **(C)** Percentage of rhythmic genes in SD or LL in the PIF/SD-induced (left) and the PIF/SD-repressed (right) gene sets. Data are from http://phaser.mocklerlab.org.

### Comparison of PIFq-Regulated Genes in SD with PIF-Regulated Genes During Deetiolation, Shade, or Photoperiodic Growth

Previously, we defined a common set of PIF-regulated “central-class” genes that were associated to the light/PIF-regulated responses of deetiolation, shade, and diurnal conditions (Leivar and Monte, 2014). These genes might represent common effectors in different light environments to implement PIF-regulated seedling growth and development. To establish whether our PIF/SD-regulated set of genes might also be in common with genes associated to other PIF-regulated developmental processes, we decided to examine how this gene set compares to the previously defined PIF-regulated gene sets. To this end, we first compiled a list of PIF-induced (591) and PIF-repressed (711) genes defined in at least one of previously described conditions where PIFs are regulating development: shade (Leivar et al., 2012), deetiolation (Leivar et al., 2009), and photoperiod (Nozue et al., 2011). Next, we compared it to the subset of PIF/SD-regulated genes described here filtered for presence in the ATH1 microarray platform used in the three abovementioned genomic analyses (166 PIF/SD-induced and 133 PIF/SD-repressed genes). We found that the percentage of overlap was similar for PIF/SD-induced and PIF/SD-repressed, with 54 and 53% of the genes having been previously described as PIF-induced or PIF-repressed, respectively (**Figure 4A**). Of the 22 PIF-induced “central class” genes (Leivar and Monte, 2014), 16 were PIF-induced in all experiments including SD (**Dataset S1**). 

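*FAR1* (AT5G22500), a fatty acyl reductase, had a log2 FC of 1.80 in WT SD relative to WT LL and -2.39 in *pifq* SD relative to WT SD, and *SNRK2.5* (AT5G63650), a protein kinase, had 1.71 and -1.65. *HB52* (AT5G53980), a homeodomain protein, had 1.21 and -1.49, AT2G14900, a protein of the gibberellin-regulated family, 2.02 and -1.83, AT4G25260, an invertase inhibitor, 1.79 and -1.64, AT4G16670 1.44 and -1.46, and AT4G35720 0.84 and -1.08. Of 20 genes that the rows of Dataset S1 held here mark as central class, 18 were called in both comparisons. AT3G54510 and AT5G02540, the other 2, rose by 1.25 and 1.24 in WT SD, and had -0.55 (adjusted p = 0.0773) and -0.98 (adjusted p = 0.0885) in *pifq* SD, where they were not called. The study marked these genes among those it called on the same arrays, so the count is not independent evidence of their direction.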

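AT3G15850 is *FAD5*, a fatty acid desaturase of the chloroplast. Its log2 FC was -0.73 ± 0.13 in WT SD relative to WT LL (SE, n = 3 arrays per group, adjusted p = 0.00492) and 1.00 in *pifq* SD relative to WT SD (adjusted p = 0.00341), a PIFq contribution of 137%. The call in *pifq* SD was lost when only the arrays compared were fitted (adjusted p = 0.0827).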

*AT3G15850*, the only “central class” PIF-repressed gene (Leivar and Monte, 2014), was also a PIF/SD-repressed gene.

**FIGURE 4:**
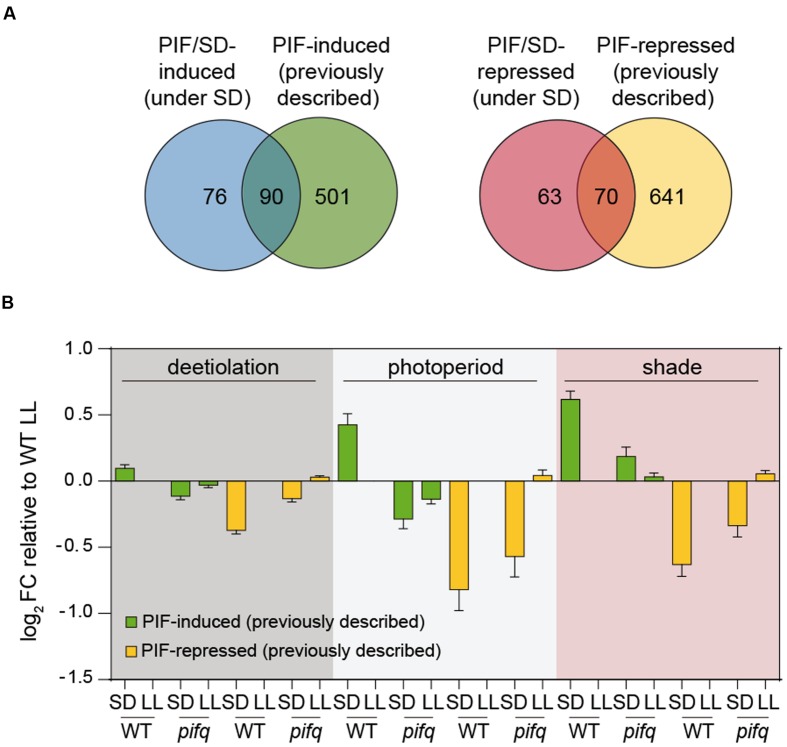
**Comparison of PIF-regulated gene expression in SD with the expression of previously defined PIF-regulated gene sets during deetiolation, shade, and photoperiodic conditions.** **(A)** Venn diagram shows the overlap between the PIF/SD-induced (left) or PIF/SD-repressed (right) genes, and the composite of 591 PIF-induced and 711 PIF-repressed genes previously described during deetiolation (Leivar et al., 2009), photoperiod (Nozue et al., 2011), and shade (Leivar et al., 2012). **(B)** Bar graph of WT and *pifq* microarray data (SD and LL) showing the log_2_ FC expression relative to the WT LL of the PIF-induced (green) or PIF-repressed (yellow) genes defined during deetiolation (left), photoperiod (middle) and shade (right), that are not PIF/SD-regulated in our experimental conditions.

To further investigate the light and PIF-mediated regulation of genes not defined as common in all classes, we next examined the behavior of the subsets of genes that (1) were previously defined as PIF-regulated genes but were not in common with our defined PIF/SD-gene set under the diurnal SD conditions assayed here (**Figure 4A**), and (2) were defined here as PIF/SD-genes but were not previously identified as PIF-regulated genes (**Supplementary Figure S5**). For the previously defined PIF-regulated genes not in common with our defined PIF/SD-gene set (501 PIF-induced and 641 PIF-repressed genes; **Figure 4A**), the data show that the average FC expression of these genes followed a pattern similar to the PIF/SD-regulated genes (**Figure 4B**, compare with **Figure 2B**). Indeed, the PIF-induced gene sets in shade (117 genes; Leivar et al., 2012), photoperiod conditions (43 genes; Nozue et al., 2011), and during deetiolation (388 genes; Leivar et al., 2009) that were not in our PIF/SD-regulated gene set, exhibited induced expression under SD compared to WT LL, an induction that was either absent (deetiolation and photoperiod) or much reduced (shade) in *pifq* SD (**Figure 4B**). Similarly, the PIF-repressed gene sets in shade (82 genes; Leivar et al., 2012), in photoperiod conditions (32 genes; Nozue et al., 2011), and during deetiolation (567 genes; Leivar et al., 2009) that were not in our PIF/SD-regulated gene set, exhibited repressed expression under SD compared to WT LL, a repression that was partially reduced in *pifq* SD (**Figure 4B**). These data indicate that previously defined PIF-regulated genes that are not in our PIF/SD-regulated gene set were not selected here because they did not meet the SS1.5 FC requirement in the comparisons of WT SD vs. WT LL and/or *pifq* SD vs. WT SD (**Figure 4B**). However, these PIF-regulated genes follow a similar regulatory pattern under SD compared to the selected PIF/SD-regulated gene set (**Figure 2B**), indicating that they are also regulated in the long nights of SD by the PIFs, albeit to a lesser degree. Notably, PIF-regulated genes during deetiolation have the lowest average FC (WT SD compared to WT LL) under SD conditions (**Figure 4B**). This result suggests that the response of dark-grown seedlings to light might be stronger compared to the response of SD-grown seedlings to the long nights of SD compared to LL, or the response of light-grown seedlings to shade. For the second set of genes that was selected here as PIF/SD-regulated but had not been described before as PIF-regulated during deetiolation, shade or photoperiod (76 PIF-induced and 63 PIF-repressed genes; **Figure 4A**), we asked whether it might represent genes with a specific role under SD conditions, or whether they are genes that were also regulated in the previous deetiolation, photoperiod, or shade studies, but did not meet the FC or SS requirements applied. **Supplementary Figure S5** shows that expression of both induced and repressed PIF/SD-regulated genes followed a similar PIF-dependent expression pattern during deetiolation, photoperiod or shade, albeit with a FC that was reduced compared to SD (**Figure 2B**). We conclude that, to a great extent, the genetic network imposed by the PIFs under different conditions involves the same genes. However, differences in the expression FC comparing dark or shade with light, and/or the contribution of each gene to the overall morphological, cellular, and subcellular phenotype might be specific under each condition.

### Functional Categorization of PIF/SD-Regulated Genes

The PIF/SD-regulated genes were classified according to their established or predicted subcellular localization and GO terms (**Figure 5**; **Dataset S1**). 

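The 55 genes of the paper's PIF/SD-induced set that it assigns to the nucleus had a mean log2 FC of 1.29 in WT SD relative to WT LL and -1.44 in *pifq* SD relative to WT SD, and of -0.03 in *pifq* SD relative to *pifq* LL. Of these 55 genes, 46 were called here in both comparisons. They are 36.2% of the 152 genes with a known localization, and extracellular, cell membrane, mitochondrion, cytoplasm, chloroplast and Golgi genes make up 16.4, 13.8, 11.8, 10.5, 8.55 and 2.63%. The 25 extracellular genes had means of 1.17 and -1.30, and the 21 cell membrane genes 1.16 and -1.37. The study picked these genes on the same arrays, so their direction is not independent evidence.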

Of the PIF/SD-induced genes with an assigned subcellular localization, the data show that genes coding proteins that localize to the nucleus are the most abundant (36%; **Figure 5A**). This result is similar to the previously reported abundance of transcription factors among PIF-regulated and PIF-target genes during deetiolation and shade (Monte et al., 2004; Leivar et al., 2009; Hornitschek et al., 2012; Zhang et al., 2013; Pfeiffer et al., 2014) and it is consistent with the PIFs acting as master regulators of a transcriptional network in the adaptation of seedling morphology to alternating day and night conditions. 

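*HFR1* (AT1G02340), a bHLH protein that inhibits PIF activity, rose by a log2 FC of 1.65 ± 0.28 (SE, n = 3 arrays per group, adjusted p = 0.00392) in WT SD relative to WT LL and fell by 2.78 (adjusted p = 0.000759) in *pifq* SD relative to WT SD. *FHL* (AT5G02200), a homologue of *FHY1*, rose by 2.04 ± 0.13 (adjusted p = 2.06e-05) and fell by 1.77 (adjusted p = 0.000188). *HAT2* (AT5G47370), a homeodomain regulator, had 0.59 ± 0.19 (adjusted p = 0.0906, not called) in WT SD relative to WT LL and fell by 1.28 (adjusted p = 0.00751) in *pifq* SD relative to WT SD. For *HFR1* and *FHL* the PIFq contributions were 169 and 86.5%. The measure leaves out *pifq* LL, where *HFR1* had a log2 FC of -0.955 relative to WT LL (adjusted p = 0.64, limma, not called). Of 29 measured genes that the study names, 15 rose and 10 fell in WT SD (16 and 10 when adjusted over the list alone). In *pifq* SD, 19 fell and 9 rose (19 and 10 when adjusted over the list alone). The 19 include *PIF1*, *PIF3* and *PIF5*, which are mutated in *pifq* and were not called in WT SD. The list was chosen by the study on these arrays and is not independent evidence, and the platform annotation names 6 of the 29, of which 5 rose in WT SD and 6 fell in *pifq* SD. The call of *HAT2* in *pifq* SD was lost when only the arrays compared were fitted (adjusted p = 0.134).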

Genes in this category include the transcriptional regulators *PIL1, FHL*, *HFR1*, and *HAT2* (described to be PIF-induced specifically at the end of the night under SD; Nomoto et al., 2012; Soy et al., 2016). Other well-represented subcellular categories are cell membrane (14%) and extracellular (16%) related genes (**Figure 5A**). Among the overrepresented biological processes, PIF/SD-induced genes are significantly enriched in genes involved in responses to light and hormone stimuli, transcription, and cell growth processes (**Figure 5B**). Among the response to hormone stimulus, auxin-related genes are dominant (namely we found four SAUR genes and the IAA genes *IAA2*, *IAA19*, and *IAA29*) and thus “response to auxin stimulus” is strongly enriched (**Figure 5B**). 

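Among the genes of auxin response, *IAA29* (AT4G32280) had a log2 FC of 2.04 ± 0.25 (SE, n = 3 arrays per group, adjusted p = 0.000661) in WT SD relative to WT LL and -3.14 (adjusted p = 0.000214) in *pifq* SD relative to WT SD. *IAA2* (AT3G23030) had 0.87 ± 0.19 (adjusted p = 0.0179) and -1.21 (adjusted p = 0.011). The *SAUR* genes called in both comparisons were *SAUR19* (AT5G18010) with 1.71 and -2.74, *SAUR21* (AT5G18030) with 1.20 and -3.43, *SAUR28* (AT3G03830) with 1.19 and -1.70, and AT4G38825 with 1.71 and -2.23, of which *SAUR28* and AT4G38825 were named after their values were seen. Of 16 measured early auxin response genes, 8 rose and 1, *SAUR14* (AT4G38840), fell by 1.11 in WT SD (9 and 1 when adjusted over the list alone), and 10 fell in *pifq* SD (11 when adjusted over the list alone). The other rises include *GH3.3* (AT2G23170), which conjugates auxin, with 1.44 and -0.86, and *IAA4* (AT5G43700) with 1.32. Only 5 of the 16 are named by the platform annotation. Of these, 3 rose in WT SD and 2 fell in *pifq* SD. The paper names *IAA2* and *IAA29* from the same arrays, so these counts are not independent evidence. Of 4 measured genes of auxin synthesis and transport, none was called in WT SD (limma, 3 higher at an unadjusted p under 0.05), and the transporters *AUX1* (AT2G38120) and *ABCB19* (AT3G28860) fell by 0.71 and 0.68 in *pifq* SD (3 fell when adjusted over the list alone, and 1 of the 4 is named by the platform annotation). Of 8 members of the Aux/IAA family with platform names, 2 rose in WT SD, *IAA29* and *IAA20* (AT2G46990, 1.29), and 1 fell in *pifq* SD, where their mean was -0.35 and their median 0.17 (the same counts when adjusted over the list alone). The calls of *IAA2* were lost in WT SD without any of 3 of the 12 arrays (adjusted p 0.0541 to 0.0674) and in *pifq* SD without *pifq* SD replicate 3 (adjusted p = 0.0583), and that of *ABCB19* without any of 10 (adjusted p 0.0558 to 0.149). When only the arrays compared were fitted, the calls of *IAA2* and *AUX1* in *pifq* SD (adjusted p 0.11 and 0.13) and that of *IAA2* in WT SD (adjusted p = 0.0525) were lost.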

There is also enrichment in the response to gibberellins (GAs) and brassinosteroid (BR) stimuli. 

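*GA20OX1* (AT4G25420), an enzyme of gibberellin synthesis, had a log2 FC of 1.23 ± 0.21 (SE, n = 3 arrays per group) in WT SD relative to WT LL and -1.78 in *pifq* SD relative to WT SD, and *GAI* (AT1G14920), a DELLA repressor of the gibberellin response, had 0.82 ± 0.14 and -1.18. Of 10 measured genes of gibberellin metabolism and signalling, 4 rose and 1, *GA3OX2* (AT1G80340), fell by 1.43 in WT SD (4 and 1 when adjusted over the list alone), and 3 fell in *pifq* SD (4 when adjusted over the list alone). *GASA4* (AT5G15230) and *GA3OX1* (AT1G15550) rose by 0.90 and 0.65 in WT SD, and *RGA* (AT2G01570), another DELLA gene, fell by 0.77 in *pifq* SD. Of 9 measured genes of brassinosteroid metabolism and signalling, 8 rose and 1 did not pass the test in WT SD (9 rose when adjusted over the list alone), and 6 fell and 3 did not pass the test in *pifq* SD (7 fell when adjusted over the list alone). *BEH4* (AT1G78700) and *BIM2* (AT1G69010), transcription factors of the brassinosteroid response, had 1.42 and -1.04, and 0.91 and -0.98, *IBH1* had 0.97 and -1.10, and *PRE6* (AT1G26945), a small HLH protein of growth promotion, had 0.83 and -1.62. *CPD* (AT5G05690), an enzyme of brassinosteroid synthesis, rose by 0.94 in WT SD and had -0.34 in *pifq* SD, where it was not called, whereas *PRE1* (AT5G39860) had 0.64, not called, and fell by 1.67. None of the brassinosteroid genes and 3 of the gibberellin genes, none of them called (limma), are named by the platform annotation. The call of *RGA* was lost without any of 10 of the 12 arrays (adjusted p 0.0637 to 0.189), and those of *GA20OX1*, *GAI*, *BEH4* and *BIM2* in *pifq* SD when only the arrays compared were fitted (adjusted p 0.0707, 0.0617, 0.0597 and 0.0617).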

The cell growth category includes genes that are involved in cell wall loosening and modification such as the *XYLOGLUCAN ENDOTRANSGLUCOSYLASES* (*XTH*) *XTH8*, *XTH15*, *XTH30*, and *XTH33*, the *CELLULOSE-SYNTHASE-LIKE C4* (*CSLC04*), the *BARWIN-LIKE ENDOGLUCANASES SUPERFAMILY PROTEIN EXP3*, the *EXPANSIN11* (*EXPA11*), and the *EXPANSIN-LIKE A2* (*EXLA2*). This analysis, together with previous studies (Michael et al., 2008a; Leivar et al., 2009; Nozue et al., 2011; Hornitschek et al., 2012; Pfeiffer et al., 2014) suggests that PIFq might induce elongation during the long nights of SD by upregulating the expression of hormonal pathways such as auxin, GA and BR, and genes involved in cell wall modification to support cell growth. This PIFq-mediated induction of growth-related gene expression is suppressed in the morning upon light exposure and consequent reduction in PIF protein levels (**Figure 3**; Nozue et al., 2007; Soy et al., 2012, 2014). Similarly, under LL, PIFs do not accumulate (Soy et al., 2014) and this correlates with reduced expression of growth-related genes and growth arrest under the subjective night of LL compared to the long night of SD (**Figure 3**).

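*XTH15* (AT4G14130), an enzyme that remodels the xyloglucan of the cell wall, rose by a log2 FC of 3.44 ± 0.12 (SE, n = 3 arrays per group, adjusted p = 9.01e-07) in WT SD relative to WT LL and fell by 3.32 (adjusted p = 1.32e-06) in *pifq* SD relative to WT SD. *XTH8* (AT1G11545) had 1.03 ± 0.10 and -1.26, *XTH30* (AT1G32170) 1.26 ± 0.13 and -0.90, and *XTH33* (AT1G10550) 1.31 ± 0.26 and -1.21. *CSLC4* (AT3G28180), a glucan synthase for xyloglucan, had 0.80 ± 0.14 and -1.35. The expansins *EXPA3* (AT2G37640) and *EXPA11* (AT1G20190) had 0.75 ± 0.11 and -0.66, and 0.93 ± 0.14 and -0.76, and the expansin-like *EXLA2* (AT4G38400) had 1.27 ± 0.17 and -1.46. Of 17 measured genes of cell wall loosening and synthesis, 10 rose, 1, *EXPA1* (AT1G69530), fell by 1.50 and 6 did not pass the test in WT SD (10 and 1 when adjusted over the list alone). In *pifq* SD 9 of them fell and 8 did not pass the test (10 fell when adjusted over the list alone). Of the 11 named by the platform annotation, 5 rose in WT SD and 4 fell in *pifq* SD, none the other way (limma). The list holds genes that the paper names from the same arrays, such as *XTH15* and *XTH33*, so these counts are not independent evidence. *EXPA8* fell by 1.94 in *pifq* SD. The call of *XTH33* in *pifq* SD was lost without any of 11 of the 12 arrays (adjusted p 0.0586 to 0.189), that of *EXPA11* without any of 5 (adjusted p 0.0534 to 0.0989) and that of *EXPA3* without any of 4 (adjusted p 0.0544 to 0.0831). In a fit of only the arrays compared, the calls of *XTH30*, *CSLC4* and *EXLA2* in *pifq* SD were also lost (adjusted p 0.118, 0.0638 and 0.0948).

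**Figure D2:**
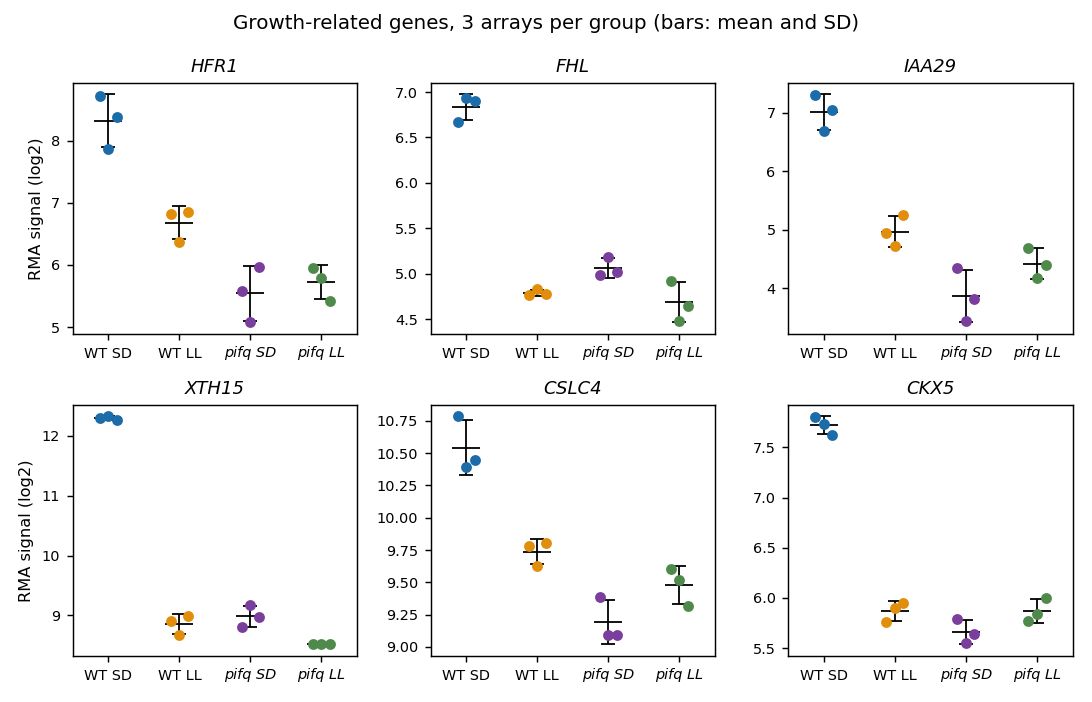
Log2 signal of *HFR1*, *FHL*, *IAA29*, *XTH15*, *CSLC4* and *CKX5* (vertical axes) in WT SD, WT LL, *pifq* SD and *pifq* LL (horizontal axes), with each array as a point and the mean with its SD (n = 3) as a line with bars. In each gene the 3 WT SD arrays lie above all arrays of the other groups.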

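*BEE1* of the brassinosteroid response, *IAA29* of the auxin response and *XTH15* of the cell wall each rose in WT SD and fell in *pifq* SD. Of 23 expansins with platform names, 4 rose and 1, *EXPB3* (AT4G28250), fell by 3.03 in WT SD relative to WT LL (4 and 2 when adjusted over the list alone), and 3 fell in *pifq* SD relative to WT SD (3 when adjusted over the list alone). *EXPA16* (AT3G55500) and *EXLA1* (AT3G45970) rose by 1.08 and 0.78 in WT SD and had 0.03 and -0.51 in *pifq* SD, where neither was called. Of 9 xyloglucan endotransglucosylases with platform names, *XTH33* rose in WT SD and fell in *pifq* SD, *XTH32* (AT2G36870) fell by 2.12 and rose by 0.83, and 7 did not pass the test in each (when adjusted over the list alone, 1 rose and 1 fell in WT SD, and 1 rose and 2 fell in *pifq* SD). Lists with at least 5 members named by the platform were tested against all other probe sets with limma's camera, 14 lists in 3 comparisons, or 42 tests. Early auxin response genes (5 members) rose in WT SD (adjusted p = 7.72e-05) and fell in *pifq* SD (adjusted p = 1.08e-06), and these calls held with an estimated correlation (adjusted p = 0.0208 and 0.0134). Cell wall genes (11 members) rose in WT SD (adjusted p = 0.00826, but 0.312 with an estimated correlation) and fell in *pifq* SD (adjusted p = 2.33e-11, and adjusted p = 0.0229 with an estimated correlation). The SD response of these lists was also stronger in WT than in *pifq* (adjusted p = 1.91e-05 for auxin and 5.13e-11 for cell wall, or adjusted p = 0.0169 and 0.0229 with an estimated correlation). Both lists hold genes that the paper picked on the same arrays, such as *IAA29* and *XTH33*, so these results are not independent evidence. Expansins fell in *pifq* SD (adjusted p = 0.0108, but adjusted p = 0.168 with an estimated correlation), with a mean of -0.22 and a median of -0.002, and their response in WT was the stronger (adjusted p = 0.00826, but adjusted p = 0.156 with an estimated correlation and 0.0643 without *pifq* LL replicate 3). Xyloglucan endotransglucosylases were not called in either comparison (adjusted p = 0.8 in WT SD and 0.142 in *pifq* SD). The genes that the study names (6 members) were called in WT SD (adjusted p = 1.29e-08), in *pifq* SD (adjusted p = 4.42e-18) and for the difference of response (adjusted p = 2.25e-14), also with an estimated correlation (adjusted p = 0.0266, 0.0134 and 0.0134), and are not independent evidence. From the enrichment of hormone and cell wall genes, together with earlier studies, the paper proposes that PIFq might induce elongation during the long nights of SD through hormonal pathways and cell wall modification.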

**FIGURE 5:**
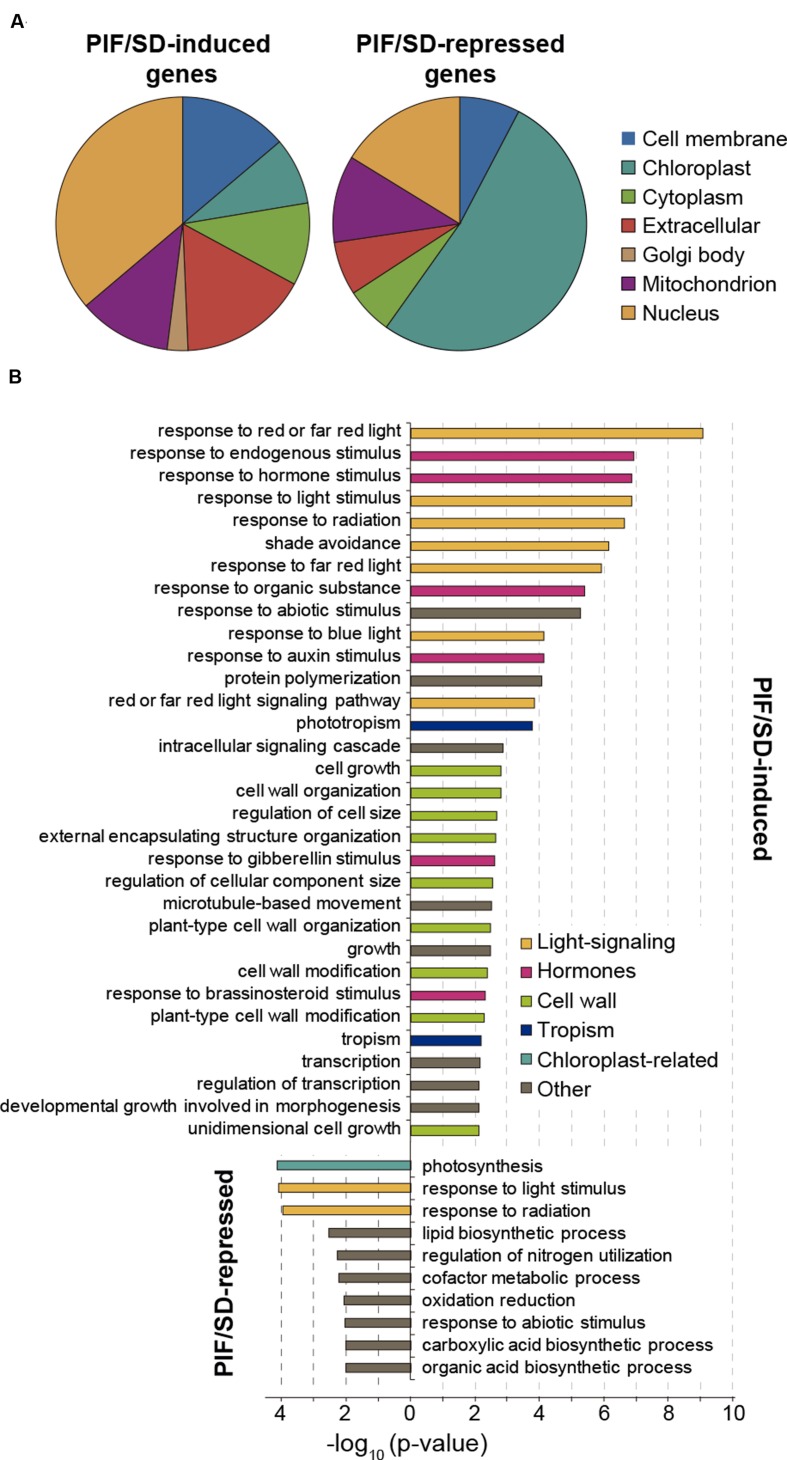
**Subcellular localization and functional analysis of the PIF/SD-regulated genes.** **(A)** Subcellular localization of PIF/SD-regulated genes based on the gene ontology (GO) annotations available at TAIR (http://www.Arabidopsis.org). Each class is represented as percentage of the total annotated genes excluding the genes annotated as having unknown localization. The list of genes belonging to each class is provided in **Dataset S1**. **(B)** Enriched GO categories (biological process) of PIF/SD-induced (top) and -repressed (bottom) gene sets. DAVID *p*-value indicates significance (Fisher’s exact test; *p*-value < 0.05).

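The 61 genes of the paper's PIF/SD-repressed set that it assigns to the chloroplast had a mean log2 FC of -1.24 in WT SD relative to WT LL, 0.78 in *pifq* SD relative to WT SD and -0.51 in *pifq* SD relative to *pifq* LL. Their median PIFq contribution was 66.8%, and 54 of the 61 were called here in both comparisons. They are 52.6% of the 116 genes with a known localization, followed by 19 nuclear genes (16.4%), whose means were -1.43 in WT SD and 0.93 in *pifq* SD. Mitochondrion, cell membrane, extracellular and cytoplasm genes make up 10.3, 7.76, 6.9 and 6.03%. These genes too were picked by the study on the same arrays.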

Of the PIF/SD-repressed genes, the data show that genes coding for proteins predicted or established to localize to the chloroplast are the most abundant (52%), followed by the genes assigned to code for proteins localized to the nucleus (16%; **Figure 5A**). Other prominent categories are the mitochondrion (11%) and extracellular (7%; **Figure 5A**). Among the overrepresented biological processes, PIF/SD-repressed genes are significantly enriched in genes involved in photosynthesis and in response to light and radiation stimuli (**Figure 5B**). 

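*PSBS* (AT1G44575), a photosystem II protein of photoprotection, fell by 0.78 ± 0.12 (SE, n = 3 arrays per group) on the log2 scale in WT SD relative to WT LL, and *PORC* (AT1G03630), a protochlorophyllide oxidoreductase, by 1.29 ± 0.23. *PORA* (AT5G54190), an oxidoreductase of the same step that is known from etiolated seedlings, rose by 2.42 ± 0.29 and fell by 1.49 in *pifq* SD relative to WT SD. Of 15 measured genes of chlorophyll synthesis, 7 fell, 1 rose and 7 did not pass the test in WT SD (7 and 1 when adjusted over the list alone), and 4 rose and 1 fell in *pifq* SD (4 and 1 when adjusted over the list alone). *CAO* (AT1G44446) and *GUN5* (AT5G13630) fell by 0.77 and 0.76 in WT SD, and *CHLG* (AT3G51820) and *HEME1* (AT3G14930) rose by 0.69 and 0.68 in *pifq* SD. Of 8 measured photosystem subunits, 3 fell in WT SD (3 when adjusted over the list alone) and 1 rose in *pifq* SD (2 when adjusted over the list alone). Of 7 light-harvesting chlorophyll-binding proteins, 4 fell in WT SD (4 when adjusted over the list alone), among them *LHCB4.3* (AT2G40100) by 1.27 and *LHCB1.2* (AT1G29910) by 0.85, and none was called in *pifq* SD (limma, 2 higher at an unadjusted p under 0.05). Of 8 genes of the Calvin cycle, 6 fell in WT SD (6 when adjusted over the list alone), among them *CP12-2* (AT3G62410) by 1.3 and *SBPASE* (AT3G55800) by 0.64, and 1 rose in *pifq* SD (2 when adjusted over the list alone). Of 11 genes of carotenoid and plastid isoprenoid synthesis, 9 fell in WT SD (9 when adjusted over the list alone), among them *ZEP* (AT5G67030) by 1.63 and *BCH2* (AT5G52570) by 1.22, and 3 rose in *pifq* SD (4 when adjusted over the list alone), among them *HDR* (AT4G34350) by 0.64. The platform annotation names 7, 5, 4, 3 and none of the members of these lists, in the order given, and among these named ones 1, 0, 1, 1 and 0 fell in WT SD and 1, 0, 0, 0 and 0 rose in *pifq* SD. The calls of *CHLG*, *HEME1* and *HDR* in *pifq* SD were lost without any of 4, 7 and 3 of the 12 arrays, and when only the arrays compared were fitted (adjusted p 0.203, 0.229 and 0.188), as was that of *LHCB1.2* in WT SD (adjusted p = 0.0597). With quantile normalization *SBPASE* fell under the fold requirement (log2 FC -0.579).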

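*PGRL1A* (AT4G22890), a protein of cyclic electron flow around photosystem I, had a log2 FC of -0.999 ± 0.12 (SE, n = 3 arrays per group, adjusted p = 0.000605) in WT SD relative to WT LL and 0.67 (adjusted p = 0.0235) in *pifq* SD relative to WT SD. *PSB28* (AT4G28660), a photosystem II assembly protein, had -0.87 ± 0.19 (adjusted p = 0.0181) and 0.76 (adjusted p = 0.099, not called). *ACP4* (AT4G25050), an acyl carrier protein, had -0.83 ± 0.11 (adjusted p = 0.00115) and 0.87 (adjusted p = 0.00364). *CHLI1* (AT4G18480), a subunit of magnesium chelatase, had -0.84 ± 0.12 (adjusted p = 0.00178) and 0.69 (adjusted p = 0.021), and *HEMA1* (AT1G58290), the glutamyl-tRNA reductase of chlorophyll synthesis, had -0.60 ± 0.10 (adjusted p = 0.00296) and 0.68 (adjusted p = 0.00622). *RBCS1B* (AT5G38430), a small subunit of Rubisco, had -1.14 ± 0.18 (adjusted p = 0.00263) and 1.11 (adjusted p = 0.0117). The PIFq contributions of *PGRL1A*, *ACP4*, *CHLI1*, *HEMA1* and *RBCS1B* were 66.6, 105, 81.6, 113 and 97.7%. The call of *PSB28* in WT was lost without any of 5 of the 12 arrays (adjusted p 0.0511 to 0.0719), those of *CHLI1* and *PGRL1A* in *pifq* SD without any of 5 (adjusted p 0.0635 to 0.0987) and 4 (adjusted p 0.0681 to 0.112), and that of *RBCS1B* without WT SD replicate 1 (adjusted p = 0.0541). When only the arrays compared were fitted, the *pifq* SD calls of *PGRL1A*, *ACP4*, *CHLI1*, *HEMA1* and *RBCS1B* were lost (adjusted p 0.199, 0.0901, 0.224, 0.137 and 0.097).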

The photosynthesis/chloroplast categories include genes involved in photosynthesis (e.g., the photosystem I *PGR5-LIKE* A, and the photosystem II *PsbP* and *PSB28)*, genes coding for structural components of the chloroplast [e.g., acyl carrier protein 4 (*ACP4*)], genes necessary for chlorophyll biosynthesis (*CHLI1, HEMA1*), and genes involve and carbon fixation, such as the small chain of the ribulose bisphosphate carboxylase. 

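*GLK2* (AT5G44190), a transcription factor, had a log2 FC of -0.66 ± 0.11 (SE, n = 3 arrays per group, adjusted p = 0.00374) in WT SD relative to WT LL and 0.77 (adjusted p = 0.0068) in *pifq* SD relative to WT SD. *SIG5* (AT5G24120), a nuclear-encoded sigma factor of the plastid RNA polymerase, had -1.41 ± 0.12 (adjusted p = 6.39e-05) and 0.74 (adjusted p = 0.0105). Their PIFq contributions were 115 and 52.7%, and in *pifq* SD relative to *pifq* LL the log2 FCs were 0.04 and -0.57, neither called. The call of *SIG5* in *pifq* SD was lost without WT SD replicate 3 (adjusted p = 0.0533) or *pifq* SD replicate 3 (adjusted p = 0.0586), and those of both genes when only the arrays compared were fitted (adjusted p 0.119 for *SIG5* and 0.14 for *GLK2*).

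**Figure D3:**
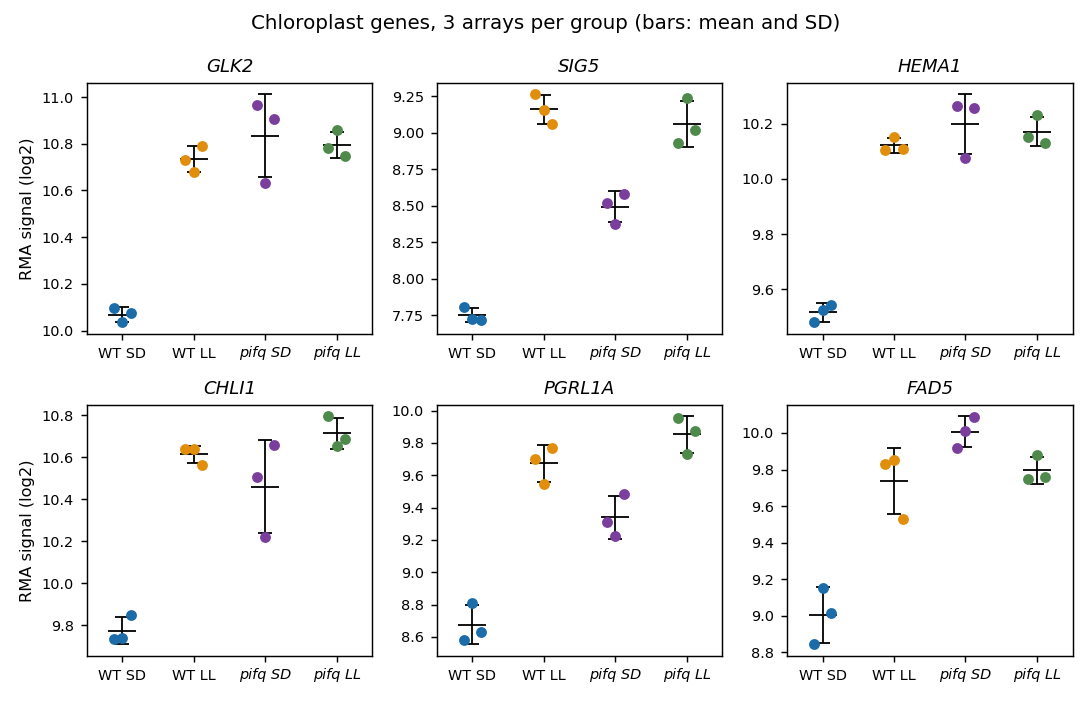
Log2 signal of *GLK2*, *SIG5*, *HEMA1*, *CHLI1*, *PGRL1A* and *FAD5* (vertical axes) in WT SD, WT LL, *pifq* SD and *pifq* LL (horizontal axes), with each array as a point and the mean with its SD (n = 3) as a line with bars. In each gene the 3 WT SD arrays lie below all arrays of the other groups.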

Interestingly, it also includes the master regulators of chloroplast development *GLK2* and *SIGMA5* (Fitter et al., 2002; Waters et al., 2009; Noordally et al., 2013). It is worth noting that the expression of these genes, even though they are PIF-repressed genes in SD conditions compared to LL, is actually progressively induced during the long night of SD as shown above (**Figure 3B**, top). Together, these results suggest that PIFq prevents over-expression of chloroplast-related genes during the night. 

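Besides *GLK2* and *SIG5*, the measured regulators of chloroplast development were *CGA1* (AT4G26150), a GATA factor, and the sigma factors *SIG1* (AT1G64860) and *SIG2* (AT1G08540). *CGA1* fell by 1.64 ± 0.22 (SE, n = 3 arrays per group) on the log2 scale in WT SD relative to WT LL and rose by 1.13 in *pifq* SD relative to WT SD. *SIG1* and *SIG2* fell by 0.90 and 0.67 in WT SD and had 0.59 (adjusted p = 0.0756) and 0.37 (adjusted p = 0.219) in *pifq* SD. All 5 fell in WT SD (5 when adjusted over the list alone), and 3 rose and 2 did not pass the test in *pifq* SD (4 rose when adjusted over the list alone), but none of the 5 is named by the platform annotation. In the test of lists by camera, chlorophyll synthesis genes (7 members with platform names) were higher in *pifq* SD (adjusted p = 0.000567, but adjusted p = 0.0518 with an estimated correlation), and were not called in WT SD (adjusted p = 0.212). Photosystem subunits (5 members) were not called in WT SD (adjusted p = 0.0598) or in *pifq* SD (adjusted p = 0.0747). From the chloroplast and photosynthesis genes in the repressed set and their progressive rise during the night in SD, the paper proposes that PIFq prevents their over-expression during the night. The call of *CGA1* in *pifq* SD was lost without any of 7 of the 12 arrays (adjusted p 0.0515 to 0.13) and when only the arrays compared were fitted (adjusted p = 0.239).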

Once the seedling is exposed to light, PIFs are degraded, the repression is lifted and these genes reach maximum expression during the morning hours (**Figure 3B**, top).

### Promoter Analysis of PIF/SD-Regulated Genes

PIF proteins have been experimentally shown to bind sequence specifically to the G-box motif CACGTG and the PIF-binding element (PBE)/Hormone-up at dawn box (HUD) CACATG (Hornitschek et al., 2012; Oh et al., 2012; Zhang et al., 2013; Pfeiffer et al., 2014). We therefore examined the PIF/SD-regulated genes identified in our analysis for the presence of these motifs within 3 kb upstream of the transcription start site. This analysis is presented in **Figure 6A** and **Table 1**. We found that genes in the induced set displayed SS enrichment of both elements. The G-box and PBE were present in 54% (*p*-value: 5.04E–10) and 90% (*p*-value: 3.79E–07) of the genes, respectively. Similar results were obtained using SCOPE (**Table 1**). These results suggest that a high % of the PIF/SD-regulated genes might be direct targets of the PIFs. Indeed, comparison with previously defined PIF-bound genes in deetiolation and shade (Hornitschek et al., 2012; Pfeiffer et al., 2014) showed that 57.5% of the PIF/SD-induced genes defined here were identified as PIF-bound under these conditions (110 genes; **Figure 6A**). Based on our previous data showing that PIF-bound genes in etiolated and shade-grown seedlings can also be bound by the PIFs under SD (Soy et al., 2012, 2016), we propose that these SD/PIF- induced genes that are PIF-bound are likely direct targets of the PIFs under diurnal conditions.

**FIGURE 6:**
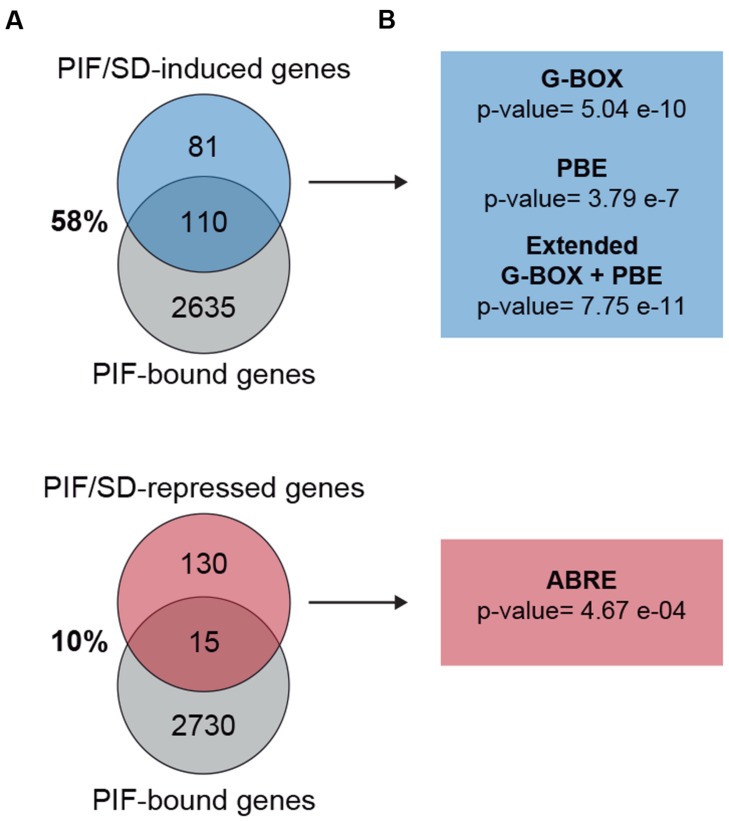
**Promoter analysis of PIF/SD-regulated genes.** **(A)** Venn diagram shows the overlap between the PIF/SD-induced (top) or PIF/SD-repressed (bottom) genes and the previously defined PIF-bound genes (Hornitschek et al., 2012; Pfeiffer et al., 2014). **(B)** Enriched DNA elements in the promoters of PIF/SD-induced (top) or PIF/SD-repressed (bottom) genes.

**Table 1:** DNA motifs associated with PIF/SD-induced and PIF/SD-repressed genes.

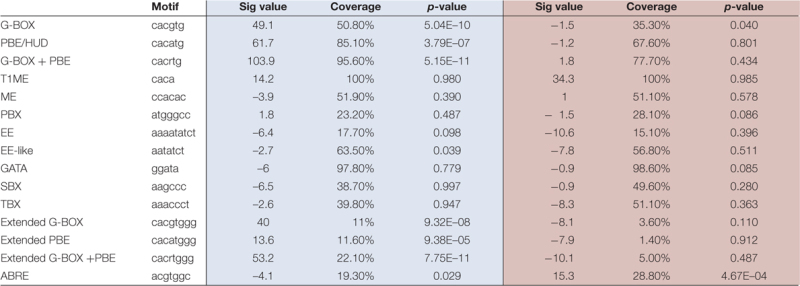

*Presence of previously described diurnal and circadian DNA motifs (Michael et al., 2008b; Soy et al., 2016) in the promoters of PIF/SD-induced (left, in blue) and PIF/SD-repressed genes (right, in red). Analyses were performed using the SCOPE motif finder within 2.5 kb upstream of the translation initiation site (TSS; http://genie.dartmouth.edu/scope/) and the Patmach and Motif analysis tools available at the TAIR website (http://www.Arabidopsis.org/cgi-bin/patmatch/nph-patmatch.pl) within 3 kb upstream of the TSS. Base pair “r” refers to either “g” or “a”. Sig value (a measure of how likely the motif in question is to have been this over-represented. Values greater than zero are meaningful, and the higher the number, the better) and coverage (indicating the percentage of the genes in the query that contain at least one instance of the sequence being examined) are as defined by SCOPE*.

Interestingly, these genes were also enriched (*p*-value: 7.75E–11) in the extended G-box/PBE element (cacrtggg, where r can be a “g” or “a”; **Figure 6A** and **Table 1**) that we have described recently (Soy et al., 2016). This motif was found to be enriched in the flanking regions of the PIF binding sites in genes bound by both PIFs and TOC1 with an expression phase at the end of the night (Soy et al., 2016). This result suggests that this PIF/SD-induced gene set might be enriched in genes that are directly targeted by PIF and TOC1. Out of the 110 PIF-bound genes in the PIF/SD-induced set (Pfeiffer et al., 2014), 11% of the comparable PIF-bound genes (84 genes, as defined in Soy et al., 2016) are predicted to be bound as well by TOC1 (Huang et al., 2012). Conversely, expression analysis of the PIF and TOC1 bound genes that were defined as “predawn-specific PIF-TOC1” (Soy et al., 2016) showed that most are induced at ZT24 compared to LL in the conditions described here, and that this induction is dependent on the presence of PIFq (**Supplementary Figure S6**). As a control, genes defined as PIF and TOC1 bound but not phased at predawn (Soy et al., 2016) do not show this regulation under SD conditions at ZT24 (**Supplementary Figure S6**). Together, these results suggest that a subset of the PIF/SD-induced genes might be directly targeted by PIF and TOC1 under SD, consistent with our recent description of TOC1 repressive action on PIF transcriptional activity as a mechanism to gate growth at dawn (Soy et al., 2016). In agreement, growth-related genes targeted by TOC1 under SD conditions (like *PIL1*, *HFR1*, *CKX5*, *FHL*, or *HAT2*) that were shown to have early expression in a *toc1* mutant under SD conditions (Soy et al., 2016), are included in our PIF/SD-induced gene set (**Dataset S1**).

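*CKX5* (AT1G75450), a cytokinin oxidase, rose by a log2 FC of 1.85 ± 0.12 (SE, n = 3 arrays per group, adjusted p = 1.73e-05) in WT SD relative to WT LL and fell by 2.06 (adjusted p = 2.26e-05) in *pifq* SD relative to WT SD, a PIFq contribution of 112%. Its response to SD differed between WT and *pifq* by 2.06 on the log2 scale (adjusted p = 0.00133). The corresponding difference was 3.42 for *PIL1* (adjusted p = 0.0291) and 1.66 for *FHL* (adjusted p = 0.0155). For *HFR1* and *HAT2* it was 1.83 (adjusted p = 0.157) and 0.97 (adjusted p = 0.32), which did not pass the test. Of 4 measured genes of cytokinin degradation and response, *CKX5* rose and *ARR4* (AT1G10470), a response regulator, fell by 0.94 in WT SD (1 and 3 when adjusted over the list alone), and *CKX5* alone fell in *pifq* SD (1 when adjusted over the list alone; 2 of the 4 have platform names and neither was called). The call for *PIL1* was lost without any of 11 of the 12 arrays (adjusted p 0.0505 to 0.103) and that for *FHL* without any of 6 (adjusted p 0.0507 to 0.0694).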

In contrast to the induced set, we found that genes in the repressed set were only marginally enriched in the G-box and the PBE element, and were not significantly enriched in the combination of G-box+PBE (*p*-value: 0.43; **Figure 6A** and **Table 1**). Accordingly, only 10% of them were previously identified as PIF-bound genes (Hornitschek et al., 2012; Pfeiffer et al., 2014; **Figure 6A**). These results suggest that the majority of the PIF/SD-repressed genes are not direct targets of the PIFs, in agreement with Leivar and Monte (2014) and Martín et al. (2016). Interestingly, analysis of DNA binding motifs revealed that the PIF/SD-repressed gene set is significantly enriched in the ABA-responsive (ABRE) ACGTGGC element (*p*-value: 0.00046, present in 28% of the genes). Similar results were obtained using SCOPE (**Table 1**). This finding suggests that changes in ABA levels or response might underlie the PIF-mediated down-regulation of these genes at the end of the night.

## Discussion

In *Arabidopsis* seedlings grown under SD conditions, PIF activity peaks at dawn coinciding with maximum PIF protein levels and declining abundance of their repressor TOC1 (Soy et al., 2016). The genomic analysis presented here defines the PIFq-regulated transcriptome at the end of the night in SD, and establishes that approximately 60% of the SD- and PIFq-regulated genes correspond to induced genes, whereas 40% are SD- and PIFq-repressed. The data identify a contrasting PIFq contribution to the expression, rhythmicity, and function in the induced and repressed gene sets, and suggest different PIF-regulatory mechanisms to control growth and other aspects of seedling development under SD.

Our observation that PIF-induced genes oscillate in SD but are not rhythmic under LL expands our recent observation for a smaller subset of PIF-induced genes (Soy et al., 2016). This result provides additional supporting evidence that PIF-induced genes at dawn do not cycle in conditions where PIFs do not accumulate (Soy et al., 2014, 2016), and therefore cannot be considered classical clock outputs. Interestingly, our results showing that 11% of the PIF/SD-induced genes are directly targeted by PIF and TOC1 is in accordance with our recent description of the TOC1/PIF antagonistic interplay to gate growth at the end of the night (Soy et al., 2016). Additionally, because both the TOC1 and PIFq ChIP-seq experiments referred to in here were performed under conditions different to SD (12:12 and deetiolation, respectively; Huang et al., 2012; Pfeiffer et al., 2014), the actual % of PIF-TOC1 targets among the PIF/SD-induced genes might be larger. For example, the PIF direct target *PIL1* was not identified as TOC1 target by Huang et al. (2012), whereas we have experimentally shown that it is bound by TOC1 under SD conditions (Soy et al., 2016). Further experiments directed to specifically determine the genes bound by TOC1 and PIFs under SD are needed to establish a comprehensive list of PIF and TOC1 target genes under the SD conditions assayed here.

In contrast to the PIF/SD-induced set, our observation that the repressed gene set is still largely rhythmic under LL (**Figure 3**) suggests that these genes are likely clock-output genes. This establishes a mechanistic difference in how induced and repressed genes are regulated under SD. Interestingly, in addition, the expression dynamics of the repressed gene set is not the mirror image of the induced set, i.e., they are not genes that are progressively repressed during the night as a result of PIF accumulation. Instead, the PIF/SD-repressed genes are also progressively induced during the night (**Figure 3**). The mechanism underlying this pattern is currently not understood, and could involve induction by yet an unknown mechanism. In the WT, these genes peak in the morning, whereas genetic removal of the PIFs induces higher accumulation at dawn. These observations indicate that the PIFs are suppressing an early transcription induction during the last part of the night, and suggest that the PIFs are actively preventing these genes to peak during the night. In the morning, when PIF levels are low due to phytochrome-induced degradation, these genes are induced and display their maximum peak of expression.

Our findings that the promoters of PIF/SD-induced genes are enriched in the G-box and in the PBE/HUD elements, and that the PIF/SD-induced set is enriched in putative PIF-bound genes (**Figure 6**), agree with previous studies (Leivar et al., 2009; Zhang et al., 2013; Leivar and Monte, 2014; Pfeiffer et al., 2014) and are in line with the PIFs acting as transcriptional activators (Huq et al., 2004; Al-Sady et al., 2008; de Lucas et al., 2008; Shen et al., 2008; Hornitschek et al., 2009). The PBE/HUD element was found to be enriched in the promoters of hormone-related genes induced at dawn (Michael et al., 2008a). Accordingly, we found enrichment in growth- and hormone-related genes in the PIF/SD-induced set (**Figure 5**). Interestingly, the induced set was also enriched in the extended G-box/PBE element that we have recently described in the promoters of predawn-specific PIF and TOC1 cotarget genes (Soy et al., 2016), which agrees with the PIF/SD-induced set being co-targeted antagonistically by both factors to time growth.

Importantly, although we found that the PIF/SD-repressed gene set is not enriched in putative PIF-bound genes, some of the repressed genes are also likely targeted directly by the PIFs (10%, 15 genes; **Figure 6**; Pfeiffer et al., 2014), suggesting that the PIFs might also act as transcriptional repressors under SD, in accord with previous results during the deetiolation response (Toledo-Ortiz et al., 2010; Chen et al., 2013; Liu et al., 2013; Zhang et al., 2013; Leivar and Monte, 2014; Pfeiffer et al., 2014). Notably, the master regulators of chloroplast development *SIGMA5* and *GLK2* (Waters et al., 2009; Noordally et al., 2013; Martín et al., 2016) are among the PIF/SD-repressed and PIF-bound genes (Oh et al., 2012; Pfeiffer et al., 2014; Song et al., 2014). This finding suggests that they could act as intermediaries between the PIFs and the chloroplast-related PIF/SD-repressed genes that are not directly bound by the PIFs, delivering the PIF signal to the downstream targets indirectly repressed by PIFq. The mechanism of how PIFs repress gene expression is still largely unknown, but a recent paper showing that PIF3 interacts with the deacetylase HDA15 to repress chlorophyll biosynthesis and photosynthetic genes (Liu et al., 2013) supports the notion that PIFs might associate with repressive histone-modification factors to function as transcriptional repressors. Additionally, our finding that PIFq cannot explain 100% of the repression (in contrast to the PIF/SD-induced genes set, apparently regulated solely by PIFq) agrees with the possibility that part of the repression mechanism might involve chromatin-remodeling events independent of PIFq. Alternatively, factors other than PIFq that accumulate or are activated in the dark could be contributing to the repression of these genes in SD compared to LL. Finally, our finding that the PIF/SD-regulated genes (and more significantly the repressed set) are enriched in genes containing the ABA-responsive element ABRE opens the intriguing possibility that ABA mediates some aspects of PIF/SD-regulated development. To our knowledge, ABRE has not been recognized before as an overrepresented DNA binding element for PIF-regulated genes, which might indicate a role for ABA in PIF-regulated development specifically under SD. The hormone ABA has been described to regulate growth, stomata opening and stress responses (Finkelstein, 2013). Further studies are necessary to explore the possible involvement and role of ABA under the SD conditions examined here.

## Additional Information

Microarray data reported in this study have been deposited in the Gene Expression Omnibus database under the accession number GSE81813.

## Author Contributions

JS and EM designed and performed the research. GM and EM analyzed the data and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.Arabidopsis.org/

2 http://genie.dartmouth.edu/scope/

3 http://david.abcc.ncifcrf.gov

4 http://phaser.mocklerlab.org

5 ftp://diurnal.mocklerlab.org

6 http://phaser.mocklerlab.org

## Supplementary material

**Definition of 191 PIF/SD-induced and 145 PIF/SD-repressed genes. (A)** Venn diagram showing the four-way comparison between SS 1.5F PIF-regulated (WT SD vs. *pifq* SD, induced and repressed) and SD-regulated (WT SD vs. WT LL, induced and repressed) gene sets. The number of differentially expressed genes in each set is indicated. The list of genes in each class is provided in **Dataset S1**. SS1.5F: genes whose expression changed statistically significantly and by at least 1.5 fold. **(B)** Two-dimensional-cluster diagram depicting the identified PIF- regulated SS1.5F genes in 3-day-old SD- and LL-grown WT and *pifq* seedlings. A total of 207 genes are upregulated (PIF-repressed) in the absence of PIFq, whereas 331 correspond to genes that are downregulated (PIF-induced), as defined in **(A)**.

FIGURE S2 **Gene expression of SS1.5F PIF-specific and SD-specific regulated genes. (A)** Vioplots of log_2_ expression values in WT and *pifq* (SD and LL) of the 881 SD-induced (left) and the 954 SD-repressed (right) genes that are not regulated by PIFq, as defined in **Supplementary Figure S1A**. **(B)** Vioplots of log_2_ expression values in WT and *pifq* (SD and LL) of the 130 PIF-induced (left) and the 59 PIF-repressed (right) genes that are not regulated by SD, as defined in **Supplementary Figure S1A**. **(A,B)** Statistically significant differences from WT SD or WT LL by Willcoxon test are indicated in the upper and lower part, respectively (^∗^*p*-value < 0.05; ^∗∗^*p*-value < 0.01; ^∗∗∗^*p*-value < 0.001. n.s., non-significant). The mean log_2_ FC value relative to the expression value of WT LL for each sample is indicated.

FIGURE S3 **PIF/SD-regulated genes ranked based on the percentage contribution of PIFq to their expression in SD**. PIF/SD-induced (left) and PIF/SD-repressed genes (right) were arranged in descending percentage based on the contribution of PIFq to their expression in SD. Percentage of genes with a contribution of <50% or >100% is indicated for each gene set.

FIGURE S4 **Diurnal pattern of PIF/SD-regulated genes in 12:12. Median values (thick line) and upper and lower quartiles (thin lines) of log_2_ expression for all PIF/SD-induced (left) and PIF/SD-repressed (right) under 12:12**. Data were obtained from http://diurnal.mocklerlab.org. Day: yellow; Night: gray.

FIGURE S5 **Expression of the SD-specific PIF/SD-regulated genes under the previously described shade, deetiolation and photoperiodic growth conditions**. Bar graph of microarray data [deetiolation (Leivar et al., 2009), shade (Leivar et al., 2012), and photoperiodic conditions (Nozue et al., 2011)] showing the log_2_ FC expression relative to the WT Light in deetiolation and shade, and relative to *pif4pif5* in growth phase, of the 76 PIF/SD-induced (top) and 63 PIF/SD-repressed (bottom) genes not previously defined as PIF-regulated in any of the other experimental conditions. SS, statistically significantly; FRed: Far red.

FIGURE S6 **Expression of the previously defined “dawn-specific PIF-TOC1” and “no dawn-specific PIF-TOC1” in SD conditions**. Box plots of microarray data showing the log_2_ FC expression in WT and *pifq* in SD and LL, relative to the WT LL, of the “dawn-specific PIF-TOC1” (green) and “no dawn-specific PIF-TOC1” (purple) genes recently defined by Soy et al. (2016). Statistically significant differences among FC values relative to WT SD by Willcoxon test are indicated (^∗^*p*-value < 0.05; ^∗∗∗^*p*-value < 0.001. n.s., non-significant).

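Dataset S1 gives, for each gene that the study called, its changes in the comparisons and its assignment to a class, a phase and a localization. Of its stated 2373 rows, 1999 are held here, and all of these were found among the probe sets of the arrays. For *XTH15*, *PIL1* and most other genes of the PIF/SD-induced class the calls coincide: 151 of the 190 tested were called here as PIF/SD-induced. Of the PIF/SD-repressed genes 118 of 144, such as *SIG5* and *GLK2*, and of the ambiguous genes 9 of 13 were called here in the same class. Of the PIF-regulated genes 423 of 535 and of the SD-regulated genes held here 1624 of 1799 were called here. The study's own calls came from Rosetta Resolver, whereas those here came from limma on the RMA values.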

DATASET S1 **Expression data and characterization (PIF- and SD-regulation, gene class, phase, and subcellular localization) of the 2,373 SD- and/or PIF-regulated genes identified**.

# Supplementary material for: Genomic Analysis Reveals Contrasting PIFq Contribution to Diurnal Rhythmic Gene Expression in PIF-Induced and -Repressed Genes
**Source:** Front Plant Sci. 2016 Jul 4;7:962. doi: 10.3389/fpls.2016.00962
**Supplement:** FIGURE S3 — PIF/SD-regulated genes ranked based on the percentage contribution of PIFq to their expression in SD. PIF/SD-induced (left) and PIF/SD-repressed genes (right) were arranged in descending percentage based on the contribution of PIFq to their expression in SD. Percentage of genes with a contribution of <50% or >100% is indicated for each gene set.

PIF contribution to SD gene expression

PIF/SD-induced genes

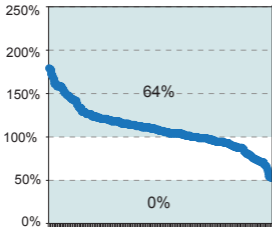

PIF/SD-repressed genes

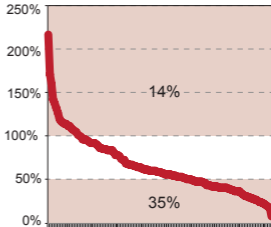

genes ranked based on their PIF contribution percentage

# Supplementary material for: Genomic Analysis Reveals Contrasting PIFq Contribution to Diurnal Rhythmic Gene Expression in PIF-Induced and -Repressed Genes
**Source:** Front Plant Sci. 2016 Jul 4;7:962. doi: 10.3389/fpls.2016.00962

PIF/SD-induced genes no regulated in other conditions (76 genes)

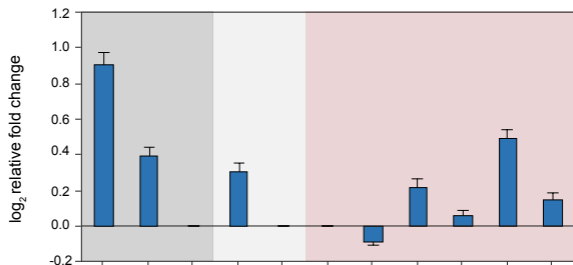

PIF/SD-repressed genes no regulated in other conditions (63 genes)

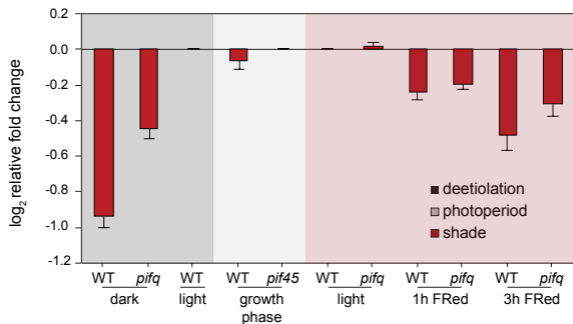

**Supplement:** FIGURE S5 — Expression of the SD-specific PIF/SD-regulated genes under the previously described shade, deetiolation and photoperiodic growth conditions. Bar graph of microarray data [deetiolation (Leivar et al., 2009), shade (Leivar et al., 2012), and photoperiodic conditions (Nozue et al., 2011)] showing the log2 FC expression relative to the WT Light in deetiolation and shade, and relative to pif4pif5 in growth phase, of the 76 PIF/SD-induced (top) and 63 PIF/SD-repressed (bottom) genes not previously defined as PIF-regulated in any of the other experimental conditions. SS, statistically significantly; FRed: Far red.

How the deposited data were processed for this re-analysis (not part of the article)

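Transcript levels were measured on 1 AraGene 1.0 ST array for each of 12 samples, 3 of each of WT SD, WT LL, *pifq* SD and *pifq* LL. The replicates are labelled as biological, and the labels give no scan date or batch. The deposited values are log2 signals that the authors made with RMA according to the submitters' processing notes, with its version not given in the sources used here. The methods of the paper name Rosetta Resolver and its error-weighted analysis of variance for the study's own calls, so that the calls here come from another test. The growth medium is named differently by the methods and by the sample labels, and this was left open. The log2 scale was checked against the linear group values of Dataset S1, with a Pearson r of 0.99831 to 0.99994 per group. The array medians ranged from 4.9975 to 5.1195 on the log2 scale, and no further scaling was applied.

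Of the 38408 probe sets, the platform annotation names 1 gene for 16662, several genes for 717, and Dataset S1 alone names 1083. The other 19840 have no gene name here, and 8 were left without a name because their names disagree. Dataset S1 lists called genes, so members of a gene list that only it names are called more often than others, and counts are given with and without them. Only the first 1999 of its 2373 rows are held here. Where a gene has several probe sets the brightest was used, which left out 188, and 98 control probe sets were left out as well. *PIF4* has no named probe set, and list symbols that did not match their locus were left out.

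The 38122 probe sets were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group and a variance moderated over all probe sets. The comparisons were WT SD relative to WT LL, *pifq* SD relative to WT SD, *pifq* SD relative to *pifq* LL, *pifq* LL relative to WT LL, and the difference of the SD response between WT and *pifq*. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5 fold, and adjusted p values of single genes come from this limma fit. Means over a set of probe sets were compared between groups of arrays with an exact permutation test. The contribution of PIFq is 100 times the difference of WT SD and *pifq* SD divided by that of WT SD and WT LL. Gene lists with at least 5 platform-named members were tested with camera of limma at a correlation of 0.01 between genes, and again with an estimated correlation and with fry. The procedure was tested on simulated data with 100 genes changed by 1 and 100 by 2 on the log2 scale. It called 37% and 81% of these, with 7 unchanged probe sets called. Simulated contributions of 100 and 50% came back as 100.1 and 55.42%, over 52 and 23 genes. With 200 changed genes, changes of 1 on the log2 scale were thus often missed in the simulation. The adjusted p depends on how many genes change, so this rate does not carry over to a comparison with more called probe sets. The shared WT SD arrays were studied in 100 further simulations with the random seed 1. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 prepared the tables and figures.

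The sample groups, comparisons, gene lists, settings to compare and the rule for naming genes were set before the data were examined, apart from the gene families, which were added after the gene names had been seen, and from settings named below as chosen later. The rule names the genes the study names, the 10 largest rises and falls of named genes in WT SD and in *pifq* SD with arrays apart, the 10 PIF/SD-induced and the 10 PIF/SD-repressed genes with the largest changes in both comparisons, up to 4 called members of each list with the smallest adjusted p, and the 5 genes of each direction with the smallest adjusted p for the difference of the response. Values of some of these genes in Dataset S1 had been seen when the rule was written. The settings compared are other normalizations, filters, variance models, fold requirements, probe choices and fits without each array in turn. Replicate numbers were not used as pairs. Deviations of arrays with the same number correlated by -0.066 to 0.055 in 3 of the comparisons. In that of *pifq* SD with WT SD they correlated by 0.147, 0.348 and 0.081, the last under the threshold of 0.1 set for pairing, and arrays with different numbers by up to 0.119. Pairing is thus not excluded in that comparison. With a replicate block 467 probe sets were called for PIFq in place of 565, with 165 induced and 135 repressed. The time-of-day data and the chromatin binding data that the paper draws on were not analysed here, nor were promoter motifs.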

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

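The test of the variance within groups in the drawn splits was chosen only after the results were seen. These results came up because a test of the difference between WT and *pifq* passed, or because the signal lies in comparisons for which the paper gives levels of gene sets but no count of called genes.

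*ST2A*, the hydroxyjasmonate sulfotransferase, and *XTH15*, the cell wall enzyme, differed in their SD response between WT and *pifq* by 3.74 and 2.98 on the log2 scale. For *CKX5*, *AFP3* and *PRP2* the difference was 2.06, 1.82 and 1.72. In the other direction it was -1.92 for *FRO6*, -1.71 for AT3G44970, -1.59 for *RPP5*, -1.26 for *FADA* and -1.18 for AT4G12830. Over all probe sets 58 were called for such a difference, 52 with a positive and 6 with a negative value, and 2507 had an unadjusted p under 0.05. The 6 are all in the PIF/SD-repressed set, where the fall in WT was larger than any fall in *pifq*. Drawing the SD and LL labels within each genotype gave a count as large in 4 of 100 splits (highest other 5027), but this does not settle chance. The drawn labels put the SD response into the spread within groups, whose variance in the SD-regulated probe sets was 5.32 times as large in the median split. Splits that mirror the labels in one genotype add up the SD response, which is a structure of the samples. Leaving out 1 array at a time gave 6 to 26 in place of 58. The calls of AT4G12830, *FRO6*, *FADA* and *RPP5* were lost without any of 12, 10, 11 and 10 of the 12 arrays (adjusted p 0.0505 to 0.126 for AT4G12830, 0.0505 to 0.0995 for *FRO6*, 0.0566 to 0.103 for *FADA* and 0.0795 to 0.126 for *RPP5*).

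*QQS* was higher in *pifq* LL than in WT LL by 4.68 on the log2 scale (adjusted p = 1.66e-05). It is 1 of 7 probe sets called in this comparison in limma (2378 at an unadjusted p under 0.05), with 3 *PIF* genes and 3 probe sets without a gene name. Those 3 rose by 2.41, 2.41 and 3.85, and a pair of them share all their values. Between *pifq* SD and *pifq* LL 1398 probe sets were called, 682 higher and 716 lower in SD. For these comparisons the 10 splits of 6 arrays are too few for a share under 0.05: a count as large came in 1 of 10 splits, the real one, with 7 against 0 and 1398 against 2 in the highest other split. The count of 1398 was 834 without *pifq* SD replicate 3 and 912 without *pifq* LL replicate 2. The same holds for the other comparisons of 3 against 3 arrays, with 1 of 10 splits each: 2513 against 0 in WT, 565 against 5 for PIFq, and 4 lists against 3 and 6 lists against 3.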

How the results depend on the processing

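The tests on platform-named probe sets only, on identical values counted once and on replicates 1 and 3 alone were chosen only after the data were seen. No gene or list was reversed under the settings run, but the SD-regulated probe sets in WT changed their majority direction (1262 higher and 1248 lower with quantile normalization), and for PIFq 184 were higher and 366 lower after median centring. Of the values of named genes under another setting, 2977 stayed on their side of the threshold, 360 lost the call and 1 gained it. With a replicate block 15 of 224 such values lost the call. For gene lists 690 stayed, 11 lost and 13 gained the call, and of the counts 157 stayed within 1.5 times and 58 did not. Quantile normalization shared 170 of the 176 induced and 158 of the 169 repressed probe sets.

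At a fold minimum of 2 the counts were 940 for SD in WT, 226 for PIFq, 480 for SD in *pifq*, 78 induced, 28 repressed and 3 ambiguous, since the requirement is stricter. With platform-named probe sets only they were 1241, 277 and 741, with 1 in LL, 29 for the interaction, 94 induced and 81 repressed, since fewer are tested. With only the arrays compared there were 2204 for SD in WT, 66 for PIFq, 189 for SD in *pifq*, 48 induced, 6 repressed and 0 ambiguous (limma), and the cause was not tested. That setting was not run for the interaction. Without dim probe sets there were 122 for the interaction and 19 ambiguous, with a trend and robust variance 18 in LL, 200 for the interaction and 21 ambiguous, and with identical values counted once 19 ambiguous. The positive and negative differences were 83 and 39 without dim probe sets, 130 and 70 with a trend and robust variance and 51 and 24 by ordinary analysis of variance. With a replicate block there were 33 for the interaction, 20 positive and 13 negative, and the repressed set called with it had a WT SD mean of -1.25. On replicates 1 and 3 alone there were 280 for PIFq, 916 for SD in *pifq*, 8 for the interaction, 69 repressed and 4 ambiguous, means of 1.3 and -0.193 (induced, WT SD and *pifq* LL), -1.5 and -0.476 (repressed, WT SD and *pifq* SD), and 75.6 and 23.2% at 100 or above.

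For the repressed set, the WT SD mean was -1.24 with quantile normalization and with identical values counted once, and the share at 100 or above was 12.7% with quantile normalization and 21.1% with median centring. With the genes of Dataset S1 the values were -1.28, -0.455, 64.5% and 11.7%, on the linear scale 62.5%, 63.8% and 29.6%, and medians over genes were 1.07 and -1.08. Called without a WT SD replicate and measured on it, the induced set had 1.37 (replicate 1) and 1.07 (replicate 2), with 9.62% under 50, and the repressed set -1.43, -1.16 and -1.28, 64.7%, medians of 65.2 and 65.8 and 24.7% at 100 or above. For lists, an estimated correlation gave an adjusted p of 0.312 (cell wall, SD), 0.199 (beta glucosidases, SD), 0.0518 (chlorophyll, PIFq), 0.168 and 0.156 (expansins, PIFq and interaction) and 0.0947 (trichome birefringence-like, PIFq). By fry, which tests a list against no change and not against the other probe sets, the adjusted p was under the threshold for chlorophyll 0.0297, photosystem 0.00282, glutathione transferases 0.0169, SWEET 0.0371, Aux/IAA 0.0486 and trichome birefringence-like 0.0178 in SD, and photosystem 0.0169, SWEET 0.043 and Aux/IAA 0.0371 for PIFq. Apart from these, the cause was not tested.

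Without each array in turn the counts ranged from 273 to 503 for PIFq, 834 to 1367 for SD in *pifq*, 6 to 26 for the interaction, 117 to 164 induced, 62 to 153 repressed and 5 to 14 ambiguous. With the sets called again each time, means of the induced set ranged from 1.22 to 1.34 (WT SD), -0.275 to -0.126 (*pifq* SD) and -0.183 to -0.107 (*pifq* LL), and of the repressed set from -1.47 to -1.24, -0.506 to -0.373 and 0.0297 to 0.107. Contributions to the induced set ranged from 110 to 122%, also as medians, with 0.775 to 4.35% under 50 and 63.1 to 76.3% at 100 or above, and 15.4 to 27.9% of the repressed set were at 100 or above. The PIF-only means ranged from 0.226 to 0.392 and -0.371 to -0.201. Signals near the background limit what dim probe sets can show, and leaving these out raised the count for the interaction. Adjusted p values ranged from 0.0405 to 0.143 and 0.0335 to 0.25 (photosystem, SD and PIFq), 0.0243 to 0.102 (trichome birefringence-like), 0.0277 to 0.203 (chlorophyll, interaction) and 0.00157 to 0.0643 (expansins, interaction).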

Differences from the paper's values

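The test on replicates 1 and 3 alone was chosen only after the values were seen. For the PIF/SD-repressed set the paper gives a mean log2 FC of -1.3 in WT SD relative to WT LL, and here it was -1.22. Of the 21 alternatives set before the data were examined, 7 fall within the rounding of the paper's value: the genes of Dataset S1, the fits without WT SD replicate 2, without WT LL replicates 2 or 3, without *pifq* SD replicate 1 and without *pifq* LL replicate 3, and the sets called without WT SD replicate 3 and measured on it. The others do not.

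For the share of PIF/SD-repressed genes with a contribution under 50% the paper gives 35%, and here it was 13.6%. Of 22 alternatives, the linear scale gives 29.6%, which is lower but within 1.5 times of the paper's value, and the others are not. With single *pifq* SD arrays the share ranged from 10.7 to 29%. Over the 145 genes of Dataset S1 it was 17.2% from the group means and 13.8 to 35.9% on single *pifq* SD arrays. The range on single arrays includes the paper's value, but the value from the group means does not reach it.

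The paper states that every PIF/SD-induced gene has a contribution above 50%, and here *MGL*, *SIS*, AT5G44260 and *DYL1* are below it, as are 5 of the 191 genes of Dataset S1. The paper places *HAT2* among the PIF/SD-induced genes, and here its log2 FC in WT SD was 0.59 with an adjusted p of 0.0906. It was called with a trend and robust variance (adjusted p = 0.0404) and without *pifq* SD replicate 2 (adjusted p = 0.0199), and its adjusted p ranged up to 0.239. With array weights the adjusted p was 0.0256, but the change of 0.58 was below the fold requirement. On replicates 1 and 3 alone, chosen after the values were seen, it was called (log2 FC 0.65, adjusted p = 0.0286), while 76 of the 190 tested genes of the paper's induced set were not. The paper places *PSB28* among the PIF/SD-repressed genes, and here its log2 FC in *pifq* SD was 0.76 with an adjusted p of 0.099. It was called with a trend and robust variance (adjusted p = 0.0439), and its adjusted p ranged up to 0.333.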

Other observations

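The tests of a fall in the dark without PIFq, of a batch shared by replicate 2 of all groups, of equal values in a pair of arrays, of separate WT SD arrays and of the variance in drawn splits were chosen only after the results were seen, and those on gene families after the gene names had been seen. Abscisic acid genes moved in both directions in WT SD: *AFP3*, a regulator of the abscisic acid response, rose by 1.34 ± 0.10 (SE, n = 3 arrays per group) and fell by 1.49 in *pifq* SD, while *ABF1* and *RD22* fell by 1.21 and 1.22 and *COR15A* by 0.76. Of 8 measured genes of this group 1 rose and 4 fell in WT SD (1 and 4 when adjusted over the list alone), and 2 fell in *pifq* SD (3 when adjusted over the list alone), and of the 4 named by the platform annotation 1 fell in WT SD. Of 3 cell division genes none was called in WT SD (limma, 3 lower at an unadjusted p under 0.05, 2 when adjusted over the list alone) or in *pifq* SD (none at an unadjusted p under 0.05), and *PCNA1* and *PRL* fell in *pifq* SD relative to *pifq* LL, by 1.06 and 0.80. Among 3 genes of light stress *ELIP2* fell by 0.89 in WT SD and rose by 1.15 in *pifq* SD, although the latter call was lost when only the arrays compared were fitted (adjusted p = 0.129). Among 3 stomatal lineage markers *MUTE* fell by 0.81 in WT SD and *SPCH* rose by 0.73 in *pifq* SD, calls lost without any of 8 (adjusted p 0.0501 to 0.158) and 6 (adjusted p 0.0537 to 0.115) of the 12 arrays. A pair of root markers were not called (limma, 1 higher in WT SD and 1 lower in *pifq* SD at an unadjusted p under 0.05), and no seed storage or xylem marker has a named probe set here.

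Among families with platform names, 4 of 52 UDP-glucosyl transferases rose in WT SD, among them *UGT84A3* by 1.24, and 2 fell, and none was called in *pifq* SD (limma, 3 higher and 2 lower at an unadjusted p under 0.05). Of 22 beta-glucosidases 4 fell in WT SD, *BGLU40* by 2.31, *BGLU28* by 1.71, *BGLU19* by 1.18 and *BGLU33* by 0.69 (7 when adjusted over the list alone), and the family was lower (adjusted p = 0.01 by camera, but adjusted p = 0.199 with an estimated correlation), and *BGLU40* rose by 0.86 in *pifq* SD. Of 14 SWEET sugar transporters *SWEET16* rose by 0.74 and *SWEET14* and *SWEET2* fell by 1.66 and 0.69 in WT SD (2 and 3 when adjusted over the list alone), and *SWEET2* rose by 1.13 in *pifq* SD. Of 23 trichome birefringence-like genes *TBL37* rose by 0.99 and *TBL26* fell by 0.88 in WT SD, and none was called in *pifq* SD (limma, 3 lower at an unadjusted p under 0.05), where the family was lower (adjusted p = 0.0322, but adjusted p = 0.0947 with an estimated correlation, and lost without WT SD replicate 1 or 3 or *pifq* SD replicate 2 or 3, adjusted p 0.102, 0.0516, 0.0675 and 0.0571). Of 63 low-molecular-weight cysteine-rich genes *LCR69* fell by 0.83 in WT SD, and of 11 tau class glutathione transferases none was called there (limma, 1 higher and 1 lower at an unadjusted p under 0.05), and in *pifq* SD none of either family was called (limma, 2 higher and 1 lower, and none, at an unadjusted p under 0.05).

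The covariance over all probe sets of the SD response in WT and the PIFq effect in SD was 0.0632, and both contain the WT SD arrays. Simulations without any effect gave a mean of 0.0428 and at most 0.045, a bound set too low because they used moderated variances, with a mean of 0.128 in place of 0.151, whereas the variance of the WT SD arrays themselves gives 0.0493. On separate WT SD arrays the covariance was -0.0114 to 0.0331, with a mean of 0.014. The share that these shared arrays have in the covariance and a reciprocal regulation of many genes cannot be told apart, because the values on separate arrays lie on either side of 0.

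The contribution of PIFq was higher in the PIF/SD-induced than in the PIF/SD-repressed set. Calling the sets without each WT SD array and measuring them on it argues against calling and measuring on the same WT SD arrays as the source, since the difference stayed at 50.1 percent (SD 3.42, n = 3), while the *pifq* SD and WT LL arrays were still shared. In 130 pairs of genes matched on their mean level the difference was 43.2 (SD 12.3 over the *pifq* SD arrays), which argues against compression of bright probe sets. A candidate explanation is a fall in the dark that does not need PIFq, with a mean of -0.425 in *pifq* SD relative to *pifq* LL in the repressed set, but this was not an independent test. Which regulator acts there was not tested.

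Replicate 2 of WT SD and of *pifq* SD deviate together from their groups, with a correlation of 0.348, and examples are *ATLP-1* with a mean deviation of -1.38 and AT5G37470 with 1.37, chosen after their values were seen. With replicate 2 of the LL groups the correlation was at most 0.00019, which argues against a batch shared by replicate 2 of all 4 groups. A batch with LL arrays of another number was not tested. Replicate 3 of *pifq* LL correlated by 0.123 with *pifq* SD replicate 2, and WT LL replicate 3 by 0.023 with WT SD replicate 2. After quantile normalization the correlation was 0.342 between the replicate 2 SD arrays. This does not decide on a level of the whole array, since a constant shift leaves such a correlation unchanged. RMA had also normalized the arrays by quantiles already. WT SD replicate 2 had the largest mean response over the genes called in *pifq*, 0.991 against 0.857 and 0.929. Whether these seedlings responded less to the night is not decided by this. The genes were picked with *pifq* SD replicate 2, which shares the deviation. In this pair of arrays 933 of the tested probe sets (2.45%) have the same value, against at most 26 in any other pair, and without them the correlation was 0.34. A batch of the SD arrays alone, or with LL arrays of another number, stays open, as no label gives one.

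For the genes called in both comparisons, drawing the labels over the 9 arrays gave as many PIF/SD-induced in 2 of 100 splits (highest other 539), as many PIF/SD-repressed in 2 (highest other 653) and as many ambiguous in 1 (highest other 0), which does not settle chance, since the variance within groups was 4.16 times as large in the median split, and the high counts of other splits point to a structure of the samples. In tests of lists for a difference of the SD response, 4 lists were called, and drawing the labels within each genotype gave as many in 6 of 100 splits (highest other 4), which leaves chance open.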
